# Precise genomic mapping of 5-hydroxymethylcytosine via covalent tether-directed sequencing

**DOI:** 10.1371/journal.pbio.3000684

**Published:** 2020-04-10

**Authors:** Povilas Gibas, Milda Narmontė, Zdislav Staševskij, Juozas Gordevičius, Saulius Klimašauskas, Edita Kriukienė

## Abstract

5-hydroxymethylcytosine (5hmC) is the most prevalent intermediate on the oxidative DNA demethylation pathway and is implicated in regulation of embryogenesis, neurological processes, and cancerogenesis. Profiling of this relatively scarce genomic modification in clinical samples requires cost-effective high-resolution techniques that avoid harsh chemical treatment. Here, we present a bisulfite-free approach for 5hmC profiling at single-nucleotide resolution, named hmTOP-seq (5hmC-specific tethered oligonucleotide–primed sequencing), which is based on direct sequence readout primed at covalently labeled 5hmC sites from an in situ tethered DNA oligonucleotide. Examination of distinct conjugation chemistries suggested a structural model for the tether-directed nonhomologous polymerase priming enabling theoretical evaluation of suitable tethers at the design stage. The hmTOP-seq procedure was optimized and validated on a small model genome and mouse embryonic stem cells, which allowed construction of single-nucleotide 5hmC maps reflecting subtle differences in strand-specific CG hydroxymethylation. Collectively, hmTOP-seq provides a new valuable tool for cost-effective and precise identification of 5hmC in characterizing its biological role and epigenetic changes associated with human disease.

## Abstract 2

This study describes hmTOP-seq, a bisulfite-free approach for profiling of the epigenetic mark 5-hydroxymethylcytosine (5hmC) at single-nucleotide resolution, based on direct sequence readout primed at an in situ tethered DNA oligonucleotide.

## Introduction

DNA methylation is involved in many biological processes such as embryogenesis, establishment of cell identity and organismal fate, and development of various pathological conditions, including cancer. A well-documented repressive role of 5-methylcytosine (5mC) can be reversed via the action of the Ten-Eleven Translocation enzymes (TET1, 2, and 3), which remove 5mC through the formation of several oxidized forms of 5mC: 5-hydroxymethylcytosine (5hmC), 5-formylcytosine, and 5-carboxylcytosine. In addition to being a 5mC demethylation intermediate, a number of studies have reported 5hmC as a stable epigenetic mark with biological role in transcription regulation in both physiological and pathological states [1–6]. Of all known oxidized forms of 5mC, 5hmC is the most abundant in mammalian tissues, whose levels vary in a tissue-specific manner, reaching up to 1.8% of total cytosine in human neurons [7–11]. In various solid tumors, 5hmC was found at significantly reduced levels, reinforcing the diagnostic and prognostic significance of 5hmC in cancer research [12–14]. However, as whole-genome sequencing and data analysis still remain hardly accessible to large-scale population and clinical studies, cost-effective sensitive techniques are in high demand for unlocking the epigenetic role and diagnostic potential of DNA hydroxymethylation marks.

Enzymatic, chemical treatment–based, or antibody enrichment–based technologies have been developed for analysis of 5hmC genome-wide [2,15–19]. Single-nucleotide-resolution whole-genome bisulfite sequencing (WGBS) and its derivatives offer unprecedented capability to infer absolute DNA modification levels [20–23]. However, noticeable degradation of DNA and high sequencing depths required for confident determination of scarcely abundant modifications [24] demand sizeable amounts of input DNA and significant experimental/computational resources, which limit widespread application of WGBS in large-scale clinical and populational studies.

Methods based on covalent 5hmC modification have revealed their potential in genome-wide analysis of 5hmC [2]. However, despite the high sensitivity arising from covalent 5hmC derivatization, all methods employing affinity enrichment, including hMe-Seal [2], suffer from low resolution (200–500 bp). Acknowledging the constraints of the existing methods and inspired by the success of our recently developed uTOP-seq (uCG-specific tethered oligonucleotide–primed sequencing) strategy for single-base-resolution mapping of unmodified CG sites (uCGs) [25], we went on to develop a high-resolution bisulfite-free method for analysis of 5hmC, named hmTOP-seq (5hmC-specific tethered oligonucleotide–primed sequencing). We examined a series of chemo-enzymatic tethering strategies for their suitability to support the tethered oligonucleotide–primed sequencing (TOP-seq) reaction and suggested a first predictive model for this unconventional mode of polymerase action: nonhomologous proximity-driven internal priming. Based on this knowledge, we optimized and validated the developed procedure on model DNA systems and mouse embryonic stem cells (mESCs).

## Results

### Covalent derivatization and sequence readout at 5hmC sites

The hmTOP-seq analysis relies on a previously uncharacterized feature of DNA polymerases—proximity-driven nonhomologous priming to produce adjoining DNA molecules for downstream sequencing and genomic mapping. This event is brought about by a DNA oligonucleotide probe covalently tethered at target sites in DNA. As originally described for TOP-seq analysis of unmodified CGs [25], the covalent tethering of 5hmC residues was achieved in two steps: chemo-enzymatic derivatization of 5-hydroxyl-group with a reactive chemical group followed by selective conjugation of an appropriately derivatized oligodeoxyribonucleotide (ODN). We explored the effects of structural features of the chemical tether on the efficiency of the reaction by Pfu polymerase. In particular, we compared three tethering strategies in terms of their capacity to efficiently and accurately prime the polymerase reaction on DNA (Fig 1A). The first two exploited the bacteriophage T4 β-glucosyltransferase (BGT)-directed transfer of azide-containing chemical moieties to 5hmC from a modified cofactor, UDP-6-azidoglucose [2], but differed in that a copper(I)-catalyzed (Fig 1A, compounds **1a,b**) or copper-free azide-alkyne cycloaddition (compounds **2a,b**) coupling of the ODN was used in the second step. The third strategy (compound **3**) was based on the capacity of the eM.SssI MTase (an engineered version of the CG-specific DNA cytosine-5 methyltransferase M.SssI) to covalently modify 5-hydroxymethylated CG sites (5hmCGs) with aliphatic thiols such as cysteamine (2-mercaptoethylamine), permitting subsequent tethering of an N-hydroxysuccinimide (NHS) ester–containing ODN via the attached terminal amino group [26]. Altogether, this gave us the opportunity to explore chemical linkers of different length, rigidity, and overall bulk. We also examined two different tether attachment points in the ODN strand (S1 Table and S1 Fig). We found that the **1a** and **3** labeling chemistries were well compatible with the nonhomologous priming at or near 5hmC residues in our testing system composed of two model DNA fragments (S2A, S2B and S2C Fig). However, in both cases, higher yields of the desired products were consistently obtained when the tether was linked at the 5-position of the second T residue rather than the 5′-phosphate group (S1 Table). In contrast to the Cu(I) click–derived product, the ODN conjugated through the dibenzocyclooctyne (DBCO) cycloaddition **2a,b** failed to generate priming products of comparable quality and quantity in our hands (S2D Fig). A recent application of the DBCO chemistry (apparently tethered to the 5′-phosphate group as in **2b**) for 5hmC analysis included a lengthy conjugation time (24 h) but ultimately showed a lower accuracy of the priming reaction, which limited the resolution of the method to ±20 nucleotides (nt) [27]. Our developed procedure based on the copper(I) click coupling (compound **1a**) generated sequence reads that predominantly included the full sequence of the tethered ODN immediately followed by the target nucleotide and adjoining sequence (. . .AAAGNNN . . ., see Fig 1B).

**Fig 1:**
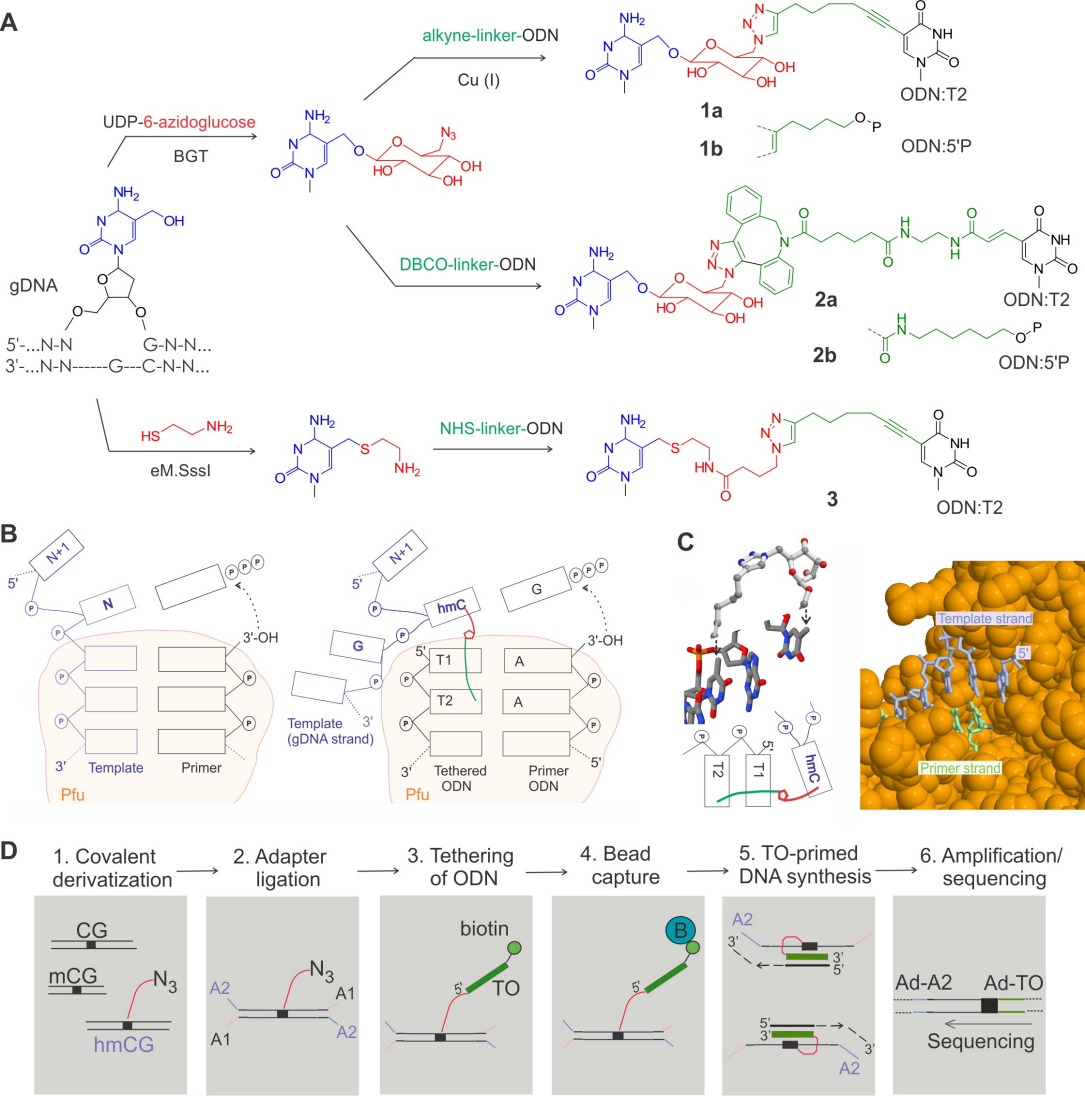
Tethered oligonucleotide priming and analysis of 5hmC. (A) Strategies of 5hmC derivatization. (B) Schematic of a conventional primer extension reaction by a DNA polymerase derived from Pfu-DNA cocrystal structure (PDB: 5OMF) (left) and a putative mechanism of tethered ODN–primed polymerase reaction (right). The chemical tether (shown as green/red line) connecting T2 in the bound DNA duplex and the 5hmC residue in gDNA strand facilitates the capture of the 5hmC in a stacked position required for the priming reaction. Beige areas show regions of extensive contacts between the Pfu polymerase and the bound DNA. (C) Left, chemical structure of the tethering linker **1** (top) derived by MM2 conformational energy minimization (S1 Fig) is shown in the context of the template DNA strand 5′..T_4_G_5_T_6_.. of the KOD polymerase–DNA complex (PDB: 4AIL) resembling the positions of the hmC, T1, and T2 nucleotides (bottom) in Fig 1B. Right, a large cleft of Pfu polymerase (space-fill orange) seen from the major groove side of the bound DNA duplex (blue and green strands). (D) Workflow of the hmTOP-seq procedure. (Step 1) Fragmented gDNA is tagged with an azide group through BGT-glucosylation. (Step 2) Azide-modified DNA is ligated to partially complementary adaptors. (Step 3) The ODN containing a biotin group is tethered to azide groups using click chemistry. (Step 4) The biotin-labeled fragments are captured on streptavidin beads. (Step 5) TO-primed strand extension. (Step 6) PCR amplification with Ad-A2 and Ad-TO primers containing NGS platform-specific 5′-end adaptor sequences. Unidirectional sequencing from the A adaptor sequence included in the 5′ part of Ad-TO-barcode amplification primer. 5hmC, 5-hydroxymethylcytosine; A1 and A2, strands of a partially complementary adaptor; Ad, extended sections of platform-specific adapters; BGT, β-glucosyltransferase; DBCO, dibenzocyclooctyne; eM.Sssl, an engineered version of the CG-specific DNA cytosine-5 methyltransferase M.SssI; gDNA, genomic DNA; hmC, 5-hydroxymethylcytosine; hmCG, hydroxymethylated CG site; hmTOP-seq, 5hmC-specific tethered oligonucleotide–primed sequencing; KOD, the KOD DNA polymerase from *Thermococcus kodakaraensis*; mCG, methylated CG site; NGS, next generation sequencing; NHS, N-hydroxysuccinimide; ODN, oligodeoxyribonucleotide; PDB, Protein Data Bank; Pfu, the Pfu DNA polymerase from *Pyrococcus furiosus*; TO, tethered oligodeoxyribonucleotide.

Based on these observations and available cocrystal structures of related Pfu and KOD polymerases in complex with their DNA substrates [28,29], we proposed a model for the putative priming complex. The crystallographic evidence indicates that the polymerases tightly bind the duplex part of the DNA, whereas the 5′ part of the template strand is less structured and can assume multiple conformations (S1 Fig). The template-dependent addition of an incoming nucleotide at the 3′ end of the priming strand occurs upon stacking of the template nucleotide with the 5′-terminal nucleotide in the bound duplex (Fig 1B). Similarly, in the case of the tethered-ODN priming, this can be achieved if the ODN duplex binds in the active site of the enzyme bringing the tethered nucleotide of the template DNA strand (5hmC) into spatial proximity and whereby promoting its binding in a stacked position in lieu of the template nucleotide. Although this conformation of the tethered DNA strand may be not the most preferred in general, it has a certain probability to occur (depending on particular structure of the linker) upon prolonged initial amplification cycles, leading to primer strand extension and successive stepwise translocation of the duplex away from the active site. A wide cleft of Pfu transversing the contour of the bound duplex DNA appears to be well suited to accommodate fairly bulky structural extensions on the major groove side of the template strand, such as the downstream part of the template strand and the tethering linkers of a certain size (Fig 1C). Consistent with our experimental observations (S1 Table), MM2 conformational modeling studies suggested though that accommodating the DBCO coupling linker **2a** might be problematic because of its bulkiness and/or steric clashes with the bound DNA duplex (S1 Fig).

### Evaluation of hmTOP-seq on model genome and mESCs

Since the BGT Cu(I)-catalyzed click labeling using **1a** showed best performance as compared with the other tether chemistries (S2 Fig, S1 Table), it was selected for further optimization as part of the ultimate hmTOP-seq procedure (Fig 1D). The sensitivity and specificity of hmTOP-seq was first assessed on a model bacteriophage lambda genome that was pre-hydroxymethylated at the GCGC sites (215 sites in the 42-kb DNA) to various extents using our previously discovered atypical reactivity of the bacterial M.HhaI MTase (the GCGC-specific DNA cytosine-5 methyltransferase M.HhaI) ([26,30] and S2E Fig). All the GCGC sites were detected by hmTOP-seq and correlation between two technical replicates of each library type was very high (Pearson mean r = 0.98; sd = 0.003; *p* < 2.2 × 10^−16^) (Fig 2A). Moreover, we observed increasing median read coverage with increasing hydroxymethylation of GCGC sites, which demonstrated quantitative detection of 5hmC by our method (quadratic regression; adjusted R^2^ = 0.9057; *p* = 1 × 10^−4^; Fig 2B). At other CG sites, the median read coverage was a constant zero. Importantly, the majority of mapped reads started precisely at GCGC sites, with a minor fraction distributed in adjacent positions (−1 ÷ −4, S3A Fig), which altogether makes 98% of total reads identifying hydroxymethylated GCGC sites.

**Fig 2:**
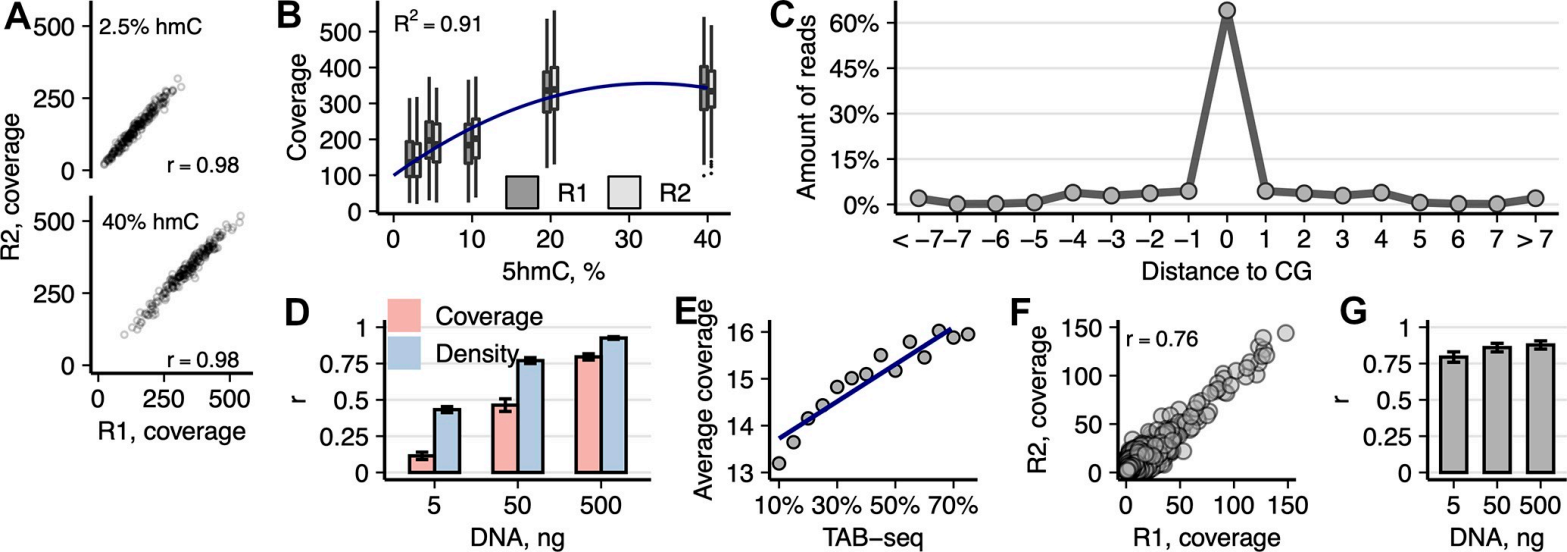
Analysis of hmTOP-seq libraries in model lambda genome and mESCs. (A) Correlation between the coverage of 2.5% and 40% pre-hydroxymethylated GCGC sites in the technical replicates of hmTOP-seq libraries of lambda bacteriophage genome. (B) Dependence of hmTOP-seq coverage on the level of hydroxymethylation of GCGC sites in bacteriophage lambda DNA. Quadratic regression was used to fit the plotted data (Y = 99.5 + 15.7X − 0.240X^2^). (C) Distance distribution of read start positions from a nearest CG site in the hmTOP-seq library of mESC DNA (500-ng input). (D) Correlation of 5hmCG coverage and h-density signals in replicates of hmTOP-seq libraries prepared with varying amounts of mESC DNA. h-density was computed by normalizing coverage values by the unweighted CG density as described in [25]. (E) Comparison of hmTOP-seq coverage and 5hmC percentages estimated by bisulfite-based TAB-seq. Each dot represents the average hmTOP-seq value for specific TAB-seq percentage group (97% of all CG that overlap between hmTOP-seq and TAB-seq are used for analysis). (F) Correlation between hmTOP-seq coverage at 5hmCHs in technical replicates of 500-ng input mESC DNA libraries (OR = 347, *p* < 2.2 × 10^−16^; Fisher’s exact test). (G) Correlation of 5hmC signal between mESCs hmTOP-seq and nano-hmC-Seal data (average peak region size 615 bp). Within each nano-hmC-Seal peak region, total amount of signal from both methods was square-root transformed and correlated per each autosome. The data underlying this figure are included in S1 Data. 5hmC, 5-hydroxymethylcytosine; 5hmCG, hydroxymethylated CG site; 5hmCH, hydroxymethylated CH site, where H = A, C, or T; hmTOP-seq, 5hmC-specific tethered oligonucleotide–primed sequencing; mESC, mouse embryonic stem cell; OR, odds ratio; TAB-seq, Tet-assisted bisulfite sequencing.

We next sought to examine the ability of hmTOP-seq to localize 5hmC residues in mammalian genomic DNA (gDNA). We created base resolution hmTOP-seq maps of mESCs in two replicates using various input DNA amounts (5, 50, and 500 ng) (for sequencing statistics, see S2 Table). 

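The maps were made from DNA of E14TG2a cells, a mouse embryonic stem cell line. BGT transferred an azide-carrying glucose to 5hmC, an ODN was tethered to it by copper(I)-catalyzed click chemistry, and Pfu polymerase primed DNA synthesis from the tethered ODN, so that a read starts at or near the labeled cytosine. For each input of 500, 50 and 5 ng, 2 technical replicates were sequenced. The authors mapped the reads to mm10, removed duplicates that shared their start and read length, assigned the remaining reads to CG sites and deposited the read counts per library, without normalization and with both strands of a CG merged. The counts cover 21353092 CG dinucleotides, and every one of them lies on a CG of GRCm38 on chromosomes 1 to 19 and X. Read counts summed to 32502791 and 31918445 in the 500-ng replicates, to 23027170 and 22052535 in the 50-ng replicates and to 14884939 and 15277636 in the 5-ng replicates, and each sum equals the number of processed reads given in S2 Table. Set against the raw reads of S2 Table, these were 53.9% and 55.2% at 500 ng, 37.5% and 39.8% at 50 ng, and 24.9% and 26.7% at 5 ng. At least 1 read was counted at 6903098 and 7220651 CGs in the 500-ng replicates, at 3878578 and 4126859 CGs in the 50-ng replicates, and at 1227372 and 1196131 CGs in the 5-ng replicates. The mean coverage of these sites was 4.71 and 4.42 reads at 500 ng, 5.94 and 5.34 reads at 50 ng, and 12.1 and 12.8 reads at 5 ng. The counts were used as deposited. A 5hmCG was any CG with at least 1 read, and overlapping 5hmCGs had at least 1 read in both replicates of an input. Pearson r was calculated over every CG of an autosome, CGs without a read included, and averaged over the 19 autosomes. Duplicates were removed without molecular identifiers, so that reads are not independent molecules and counting error is a lower limit of the error.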

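Read counts of 6 control libraries, 2 technical replicates at each input that were carried through hmTOP-seq with BGT labeling left out, were made by the authors in the same way and used as deposited. They held 10072 and 9348 reads at 500 ng, 3409 and 3448 reads at 50 ng, and 3744 and 4790 reads at 5 ng, which equal the processed reads of S2 Table. These were 6.01% and 6.03% of the raw reads at 500 ng, 3.90% and 3.86% at 50 ng, and 2.71% in both replicates at 5 ng. Relative to the labeled library of the same input and replicate number, control reads amounted to between 0.0148% and 0.0314%. The controls had between 87333 and 176879 raw reads, and the labeled libraries between 55400671 and 61449037. This ratio therefore also reflects the lower depth of the controls and is not a background level. The reads fell on 6547 and 6293 CGs at 500 ng, on 1118 and 1135 CGs at 50 ng, and on 470 and 490 CGs at 5 ng. Mean coverage of the sites with a read was 3.05 and 3.04 reads at 50 ng and 7.97 and 9.78 reads at 5 ng.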

We also prepared control hmTOP-seq libraries using the same pipeline without the BGT labeling step. Similarly to the lambda DNA experiment, the majority (93%) of mapped reads started at or in the immediate vicinity of CG sites, with only a fraction of reads distributing around CGs (Fig 2C and S3B Fig). Such a precise readout of CG sites clearly demonstrates the single-base resolution capacity of the method. Replicates of the higher-input hmTOP-seq libraries correlated well (Pearson mean r was 0.46 and 0.8 for 50-ng and 500-ng input libraries, respectively) (Fig 2D), and notably, subsampling of the original datasets down to 30% (approximately 9.6 million and 6.7 million processed reads, respectively) only marginally influenced the correlation (S4 Fig), suggesting that the sequencing depths could be lowered considerably. 

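Over the 19 autosomes, Pearson r between the 2 replicates was 0.796 ± 0.0216 (SD over autosomes) for the 500-ng input, with a range from 0.769 to 0.849, and 0.464 ± 0.0433 for the 50-ng input, with a range from 0.418 to 0.569. The SD describes the spread over autosomes, since each input has a single pair of replicates. At 50 ng, restricting r to CGs covered in at least one library moved it most, to 0.273. That selection lowers r by itself, because CGs empty in both libraries are left out. At 500 ng the Spearman rank correlation moved r most, to 0.615. Reads were then drawn at random without replacement from each library, once for each share. With 90% of the reads, r was 0.787 at 500 ng and 0.459 at 50 ng, and with 60% it was 0.745 and 0.435. With 30% of the reads, a mean of 9.66e+06 reads per library at 500 ng gave an r of 0.643 ± 0.0306, and 6.76e+06 reads at 50 ng gave 0.378 ± 0.0421. The decrease at 30% exceeded the SD over autosomes for both inputs. At that share, 49.6% of the overlapping 5hmCGs of the full 500-ng libraries and 56.3% of those of the 50-ng libraries were counted.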

The technical replicates of 5-ng DNA input libraries showed considerably smaller correlation (Pearson r = 0.11).

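For the 5-ng replicates, r was 0.115 ± 0.0255 (SD over the 19 autosomes), with a range from 0.0959 to 0.191. Each 5-ng library correlated more strongly with the libraries of higher input than with the other 5-ng library. Its r with the 50-ng libraries lay between 0.222 and 0.233, and its r with the 500-ng libraries between 0.284 and 0.296. When only CGs covered in at least one of the 5-ng libraries entered, r changed sign to −0.146 ± 0.0406. This selection pulls r down by itself, since a CG empty in one library must then have a read in the other. The negative sign is therefore no sign of opposed libraries. Drawing 30% of the 5-ng reads, a mean of 4.52e+06 per library, left r at 0.106.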

With the 500-ng and 50-ng input DNA samples, we found approximately 4.8 million and 2 million 5hmCGs, respectively, that overlapped between replicates of the libraries (mean coverage 5.7× and 7×, respectively). 

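At 500 ng, 4834527 CGs had a read in both replicates, which were 70.0% of the sites covered in replicate 1 and 67.0% of those in replicate 2. If the covered sites of the replicates had been placed independently over all CGs, 2334320 would have been shared, so the overlap was 2.07 times that expectation (odds ratio 11.8). The overlapping 5hmCGs had a mean coverage of 5.69 ± 0.158 reads (SD, n = 2 replicates), against 2.11 reads at sites covered in 1 replicate alone. At 50 ng, 2010717 CGs overlapped, 51.8% and 48.7% of the covered sites of the replicates and 2.68 times the 749603 expected for independent placement (odds ratio 7.81). Their mean coverage was 6.96 ± 0.417 reads (SD, n = 2 replicates), against 4.30 reads at the sites that did not overlap. The coverage minimum moved the numbers most: with at least 3 reads in both replicates, 2275668 CGs overlapped at 500 ng and 1092491 at 50 ng. When every library was thinned to the read total of the smallest hmTOP-seq library, 3240246 and 1732077 CGs overlapped, with a mean coverage of 3.52 and 5.04 reads.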

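In the 5-ng libraries, 264408 CGs were covered in both replicates, 21.5% and 22.1% of the covered sites of the replicates. This was 3.85 times the 68753 sites expected for independent placement over all CGs (odds ratio 5.66). The mean coverage of these sites was 13.8 ± 0.482 reads (SD, n = 2 replicates), and that of sites covered in 1 of the replicates was 12.1 reads. With at least 3 reads in both replicates, 157578 sites remained above the minimum. Thinning to the smallest library, which is itself a 5-ng library, left 263424 overlapping sites with a mean coverage of 13.6 reads.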

Only about 0.26 million overlapping 5hmCGs were detected in the 5-ng input samples (mean coverage 13.7×). Taken together, these results showed that reducing the input DNA library size leads to an increased variability even at high sequencing depths. However, the variability dropped and correlations increased after calculation of a normalized density (h-density) for 180-bp windows as described for uTOP-seq [25] for all input DNA libraries (Fig 2D). 

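The spread between replicates was set against counting error, as the squared difference of the replicates over all autosomal CGs divided by the value that counting error alone would give. This ratio was 2.01 at 500 ng, 5.48 at 50 ng and 24.3 at 5 ng. After thinning all libraries to the same number of reads, the ratios were 1.47, 3.96 and 24.0, so the order of the inputs did not depend on the sequencing depth. Among CGs with at least 10 reads in one replicate, 1.41% had no read in the other at 500 ng, 26.8% at 50 ng and 76.5% at 5 ng. If the reads of each CG were divided between the replicates at random, 0.0456%, 0.0640% and 0.0197% of such CGs would have no read in the other replicate. At equal depth the observed shares were 0.874%, 22.1% and 76.5%. Summed in 100-kb windows, the read counts of the replicates correlated with an r of 0.999 at 500 ng, 0.995 at 50 ng and 0.969 at 5 ng. Of the overlapping 5hmCGs at 50 ng, 82.9% were also overlapping 5hmCGs at 500 ng, and of those at 5 ng, 90.9% were, against an expectation of 22.6% for sites placed at random. From the correlations and the overlap of the libraries, the paper concludes that less input DNA makes the libraries more variable, also when they are sequenced deeply.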

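The h-density of a CG was calculated as the reads in the 180-bp window centered on it divided by the number of CGs in that window, and was log2 transformed after adding 0.01. The paper refers to an earlier study for its definition, so the form of the window and the offset were choices made here. Pearson r of the h-density between replicates was 0.738 ± 0.0177 (SD over the 19 autosomes) at 500 ng, 0.599 ± 0.0195 at 50 ng and 0.363 ± 0.0196 at 5 ng. Compared with r of the coverage at single CGs on the same autosome, r of the h-density was higher by a mean of 0.248 at 5 ng and 0.135 at 50 ng, on all 19 autosomes for both inputs (two-sided sign-flip permutation test over 19 autosomes, p = 1e-05, the smallest the permutations can give). At 500 ng the mean difference was −0.0578, and r of the h-density was lower on all 19 autosomes (same permutation test, p = 1e-05). These comparisons set a log2 h-density against untransformed coverage. With both log2 transformed after adding 1, r at 500 ng was 0.835 for the h-density and 0.710 for single CGs. The fall at 500 ng therefore came with the change of scale. Restricting r to windows with a read in at least one library moved the values most. It gave 0.323 at 500 ng, −0.000665 at 50 ng and −0.414 at 5 ng, and this selection pulls r down by itself. Without the log transform, r at 500 ng was 0.878, above that of the coverage at single CGs.

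**Figure D1:**
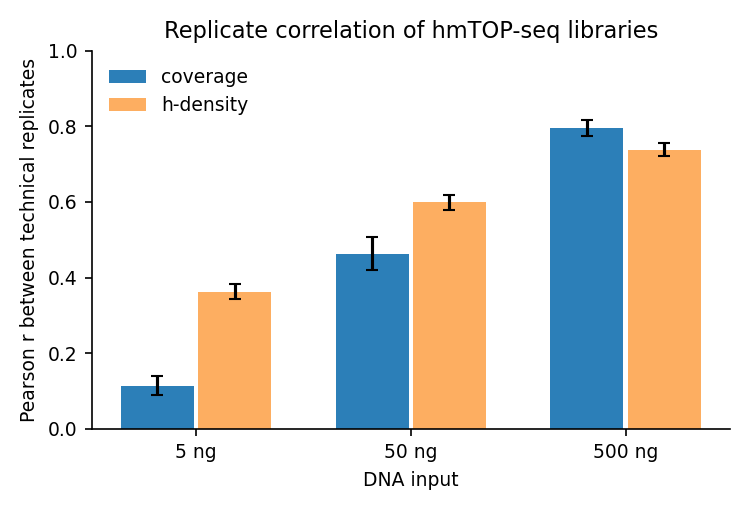
Pearson r between the technical replicates (vertical axis) at each DNA input, for the coverage of single CGs and for the h-density. Bars are means over the 19 autosomes and error bars 1 SD. The h-density is log2 transformed and the coverage is not. Between these unlike scales the mean rises at 5 ng (0.115 to 0.363) and 50 ng (0.464 to 0.599) and falls at 500 ng (0.796 to 0.738).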

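The 500-ng control libraries had a mean coverage of 1.51 ± 0.0374 reads (SD, n = 2 replicates) at their sites with a read, with 1.54 reads in replicate 1 and 1.49 reads in replicate 2. Pearson r between these replicates was 0.0217 ± 0.0395 (SD over the 19 autosomes), with a maximum of 0.134. It was 0.00421 ± 0.00735 for the 50-ng controls and 0.0430 ± 0.186 for the 5-ng controls, where a single autosome reached 0.810. Restricting r to sites covered in at least one library, which pulls r down by itself, made it negative for every input. It was −0.554 at 500 ng, −0.396 at 50 ng and −0.210 at 5 ng. In 100-kb bins, the 500-ng controls correlated with an r of 0.291 over all autosomes. The 500-ng controls shared 56 CGs, the 50-ng controls 12 and the 5-ng controls 4, where 1.93, 0.0594 and 0.0108 shared CGs would be expected for sites placed independently over all CGs. Of the CGs with a read in a 500-ng control, 40.3% in replicate 1 and 41.9% in replicate 2 were overlapping 5hmCGs of the 500-ng labeled libraries, which make up 22.6% of all CGs.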

Importantly, the 500-ng control libraries had mean coverage 1.5× and showed very low correlation (Pearson r = 0.03), which indicates that hmTOP-seq detects 5hmCG modification even at very low DNA inputs.

We then compared our 5hmCG datasets with the bisulfite treatment–based TAB-seq data [18] and first calculated the overlap of 5hmCGs detected by TAB-seq (1.9 million CGs) and hmTOP-seq. hmTOP-seq recovered 50% and 25% of TAB-seq–identified 5hmCGs in the 500-ng and 50-ng input DNA datasets, respectively (odds ratio [OR] = 4 and OR = 3.8, respectively, *p* < 2.2 × 10^−16^; Fisher’s exact test). Notably, the amounts of identified 5hmCGs in 500- and 50-ng input DNA hmTOP-seq libraries outnumbered those obtained by TAB-seq, which normally requires micrograms of starting DNA. 

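Counting CGs with a read in at least one replicate, 9289222 CGs were covered at 500 ng and 5994720 at 50 ng. The overlapping 5hmCGs made up 22.6% of all CGs of the table at 500 ng and 9.42% at 50 ng. With at least 2 reads in both replicates, 3187211 CGs at 500 ng and 1448290 at 50 ng overlapped. TAB-seq data were not used here.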

Comparison between the hmTOP-seq coverage and the percentages of 5hmC estimated by TAB-seq in the overlapping set of CGs indicated a good agreement between the two methods (Fig 2E).

The inherent single-nucleotide resolution of hmTOP-seq and sequence nonselectivity of BGT [2] opened a possibility for 5hmC identification in non-CG context. In mESCs, cytosine methylation and hydroxymethylation is present at CHG and CHH sites (H = A, C, or T) [18,31]. Using six hmTOP-seq control libraries, we observed 55,025 non-CG sites of which only 190 overlapped in at least two control libraries, and only 284 of them overlapped with the hydroxymethylated CH sites (5hmCHs) (76,665 occurrences; see below) that we identified in the 500-ng hmTOP-seq libraries, suggesting that these sites resulted from a random priming events rather than from BGT-directed covalent labeling and could be defined as false positive. Moreover, correlation between the control libraries was close to zero, for example, r = 0.03 for the 500-ng libraries. Of all 5hmCHs detected in the 500-ng hmTOP-seq libraries, for further analysis we selected only those sites which overlapped between technical replicates, resulting in a final set of 76,665 5hmCHs (mean coverage 2.7×; Pearson r = 0.76) (Fig 2F). In comparison, CH positions that did not overlap had lower 1.3X sequencing counts (*p* < 2.2 × 10^−16^, two-sided *t* test). Of note, as sequencing counts indicate relative hydroxymethylation of cytosine, lower 2.7× average coverage of the called 5hmCHs in relation to 5hmCGs (5.7×) points to a lower 5hmC occupancy at 5hmCHs. Fifty percent of detected 5hmCHs were found in CA sites (CA:CT:CC = 0.50:0.33:0.17) and distributed in a ratio 1:2 in CHG and CHH context, respectively (34% and 66%). These proportions corresponded well to those reported by the restriction enzyme–based 5hmC profiling methods ABA-seq and Pvu-Seal-seq [19,32]. The total number of the hmTOP-seq called 5hmCHs constituted 1.6% of 5hmCGs. This is close to 1.3% reported by TAB-seq [18] but differs slightly from the data presented by ABA-seq and Pvu-Seal-seq (4.1% of 5hmC exist in CH context [1.4% CHG and 2.7% CHH]). Similarly to the above-mentioned restriction enzyme–based methods, we identified more 5hmCHs than TAB-seq (26,616 CH positions were detected by TAB-seq) and generally confirmed the presence of 5hmC at non-CG sites in mESCs. Overall, all these data indicate a good reproducibility and capacity of hmTOP-seq to localize genomic 5hmC sites in gDNA.

Next, we performed a pairwise comparison between hmTOP-seq and nano-hmC-Seal, a low-resolution method that also adds an azide-modified glucose moiety to 5hmC and then pulls down modified DNA fragments without preserving single-CG hydroxymethylation information [33]. We observed a considerable agreement between the two types of data for all hmTOP-seq datasets (Pearson mean r = 0.88; sd = 0.03; *p* < 2.2 × 10^−16^), despite different resolutions of the two methods (average used nano-hmC-Seal region sized was 615 bp) (Fig 2G).

The analysis of 5hmCG distribution at various genomic elements demonstrated good agreement with the published data [18,19,34]. The highly hydroxymethylated CG sites (top 20% of hmTOP-seq data) were enriched in poised enhancers marked by histone H3 lysine 4 monomethylation (H3K4me1) histone marks, active enhancers (marked by histone H3 lysine 27 acetylation [H3K27ac] and histone H3 lysine 4 trimethylation [H3K4me3]), exons, 3′ untranslated regions (UTRs), downstream regions of protein-coding genes, shores of CG islands (CGIs), and nonactive promoters depleted in histone H3 lysine 9 acetylation (H3K9ac) histone mark (Fig 3A). 

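Overlapping 5hmCGs of the 500-ng libraries were ranked by their mean coverage over both replicates and divided into groups of 20%. The top group held 966906 CGs with a mean coverage from 8 to 983 reads, the middle group CGs from 3 to 4.5 reads and the bottom group CGs from 1 to 2 reads. CGs of equal coverage at a group limit were taken in random order. Each group was compared with all other CGs inside and outside a feature of GENCODE mouse release 21 by an odds ratio, with a 95% confidence interval from leaving out 1 autosome at a time. Exons held 17.5% of the top group and 7.77% of the other CGs, an odds ratio of 2.52 (95% interval 2.38 to 2.66). The odds ratio of the top group was 2.28 (2.15 to 2.40) in CGI shores, 2.13 (2.06 to 2.21) in 3′ UTRs and 1.94 (1.86 to 2.03) in the 2-kb downstream regions of protein-coding genes. For these 4 features the odds ratio was above 1 on all 19 autosomes (two-sided sign-flip permutation test over 19 autosomes for each feature, p = 1e-05, the smallest the permutations can give). For these 4 features the odds ratio decreased with the coverage of the group, to 1.49 in the middle and 1.11 in the bottom group for exons, and to 1.58 and 1.25 for CGI shores. In introns it was 1.22 (1.16 to 1.29) for the top group, above 1 on 18 of 19 autosomes, 1.32 for the middle and 1.27 for the bottom group. The 2-kb upstream regions, taken together without a split by H3K9ac, had an odds ratio of 1.04 (0.983 to 1.11) for the top group, which was above 1 on 10 of 19 autosomes and whose interval includes 1 (same permutation test, p = 0.976). It was 0.901 (0.866 to 0.938) for the middle group, above 1 on 2 of 19 autosomes. For the bottom group it was 0.824 (0.798 to 0.850), below 1 on all 19 autosomes (same permutation test, p = 1e-05 for both groups). Changing the background to CGs with a read in any library moved the values most overall. Under it the log2 odds ratio of the upstream regions for the top group changed from 0.06 to −0.18, and that of exons for the bottom group from 0.15 to −0.14. In the 50-ng libraries the bottom group moved further and the other way in exons, to 0.72. In CGI shores it moved from 0.32 to 0.75 there, against −0.04 with the changed background. Enhancers and histone marks were not analysed here, and 30 odds ratios were calculated in all.

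**Figure D2:**
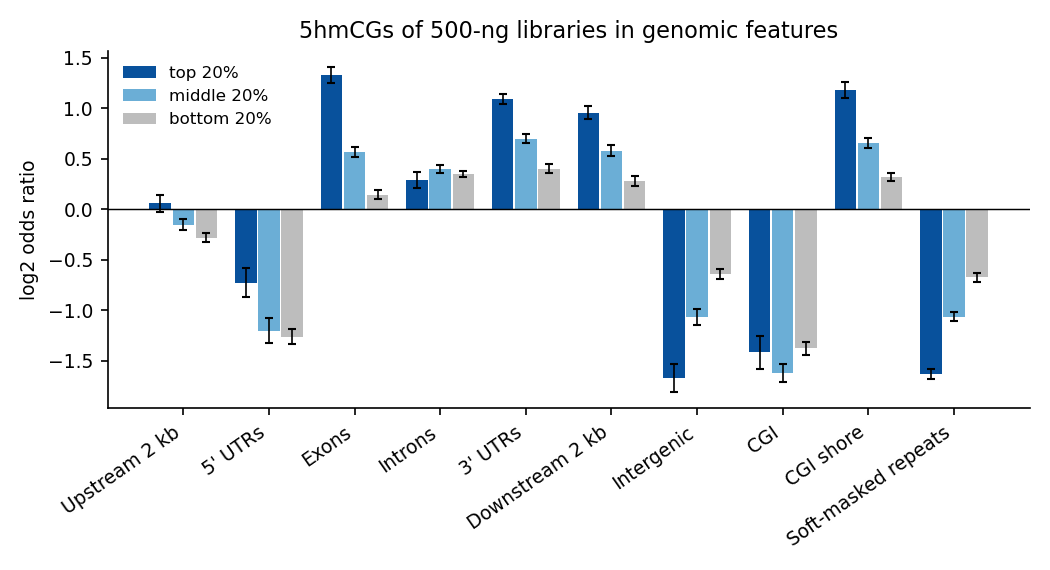
log2 odds ratio (vertical axis) of the top, middle and bottom 20% of overlapping 5hmCGs of the 500-ng libraries in each genomic feature, with 95% intervals from leaving out 1 autosome at a time. Exons, CGI shores, 3′ UTRs and downstream regions lie above 0 in every group against all other CGs and highest in the top group, with 1.33 for exons; against CGs with a read in any library, the bottom group in exons and CGI shores lies below 0, at −0.14 and −0.04.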

CGIs, active promoters marked by H3K9ac, intergenic regions, and all major type of repeats were depleted in 5hmCGs (data shown only for long terminal repeats [LTRs]), except for short interspersed nuclear elements (SINEs) that demonstrated moderate enrichment for less hydroxymethylated 5hmCGs. 

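In CGIs, the odds ratio was 0.375 (95% interval 0.335 to 0.419) for the top group, 0.326 for the middle and 0.386 for the bottom group. CGIs were found here from the genome sequence, as regions of at least 200 bp with a GC share of at least 0.5 and an observed over expected CG ratio of at least 0.6, which gave 16273 islands. Intergenic regions, at least 50 kb from protein-coding genes, had an odds ratio of 0.315 (0.286 to 0.346) for the top, 0.478 for the middle and 0.643 for the bottom group. Repeats were taken as the soft-masked part of the genome without division into classes, so that LTRs and SINEs were not separated. They held 10.3% of the top group and 26.3% of the other CGs, an odds ratio of 0.323 (0.312 to 0.334), and 0.479 and 0.629 for the middle and bottom groups. All 9 of these odds ratios were below 1 on each of the 19 autosomes (two-sided sign-flip permutation test over 19 autosomes, p = 1e-05, the smallest the permutations can give). With CGs that had a read in any library as the background, the log2 odds ratio of repeats for the bottom group changed from −0.67 to 0.09, and for the top group it was −0.90. The 5′ UTRs were depleted as well, with an odds ratio of 0.605 (0.547 to 0.669) for the top group and 0.418 for the bottom group.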

Along a composite gene, 5hmCGs were most abundant in introns and their density increases toward the 3′ end of the gene (Fig 3B). 

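The paper scaled its gene profile to CG density, and the form of that step was chosen here. Coverage of overlapping 5hmCGs of the 500-ng libraries was summed over each gene element and divided by the number of CGs in the element. It was 1.28 ± 0.0344 reads per CG (SD, n = 2 replicates) in the 2 kb upstream, 0.657 ± 0.0216 in 5′ UTRs, 2.43 ± 0.0925 in exons, 1.54 ± 0.0410 in introns, 2.50 ± 0.0857 in 3′ UTRs and 2.24 ± 0.0663 in the 2 kb downstream. Introns were above the upstream regions and 5′ UTRs on all 19 autosomes and below exons, 3′ UTRs and downstream regions on all 19 (two-sided sign-flip permutation test over 19 autosomes for each comparison, p = 1e-05, the smallest the permutations can give). Taking the mean over covered sites alone gave 5.69 reads in introns, 7.22 in exons and 6.62 in 3′ UTRs. Dividing that mean by the number of CGs per 100 bp, a setting chosen after seeing the data, moved introns most and put them highest. It gave 6.14 in introns, 2.97 in exons and 5.93 in 3′ UTRs. The rank of introns therefore depended on how coverage was scaled to CG density. With the gene body divided into 10 equal parts, coverage per CG was 1.12 reads in part 1, 1.74 in part 2, 1.80 in part 5 and 2.35 in part 10. Among 19315 autosomal genes with a CG in parts 1 and 10, part 10 exceeded part 1 by a mean of 0.848 reads per CG (standard error 0.0756 from leaving out 1 autosome at a time), and the mean difference was positive on all 19 autosomes (same permutation test, p = 1e-05). Part 10 was higher in 59.1% of genes and equal in 11.4%. Averaged over covered sites alone, the difference was 0.414 reads.

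**Figure D3:**
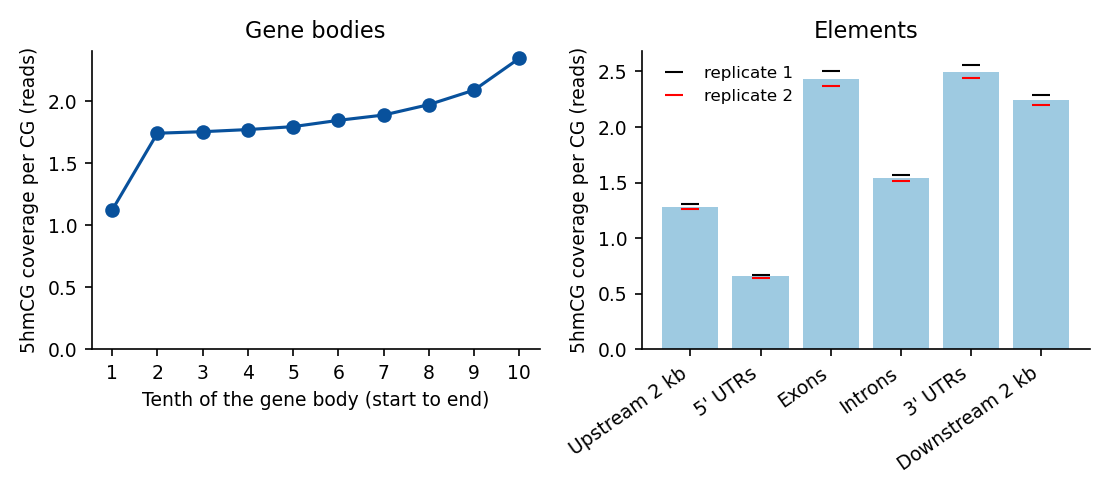
Coverage of overlapping 5hmCGs per CG (reads, vertical axes) in the 500-ng libraries, on the left over 10 equal parts of the gene body and on the right by gene element, where bars are the mean of the replicates and dashes the single replicates. Coverage rises from 1.12 in part 1 to 2.35 in part 10 and is lowest in 5′ UTRs (0.657).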

Because of a small number of identified 5hmCHs, we were unable to accurately estimate the metagene profile of 5hmCHs, even though 53% of identified sites resided in protein-coding genes (S5 Fig) and showed enrichment towards the sense strand (OR = 1.1, *p* = 5.3 × 10^−8^; Fisher’s exact test).

**Fig 3:**
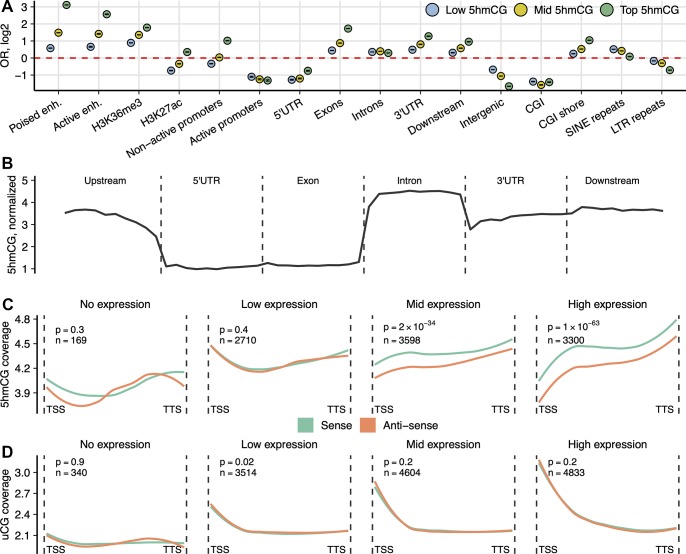
Genomic distribution of 5hmCGs in mESCs. (A) OR from Fisher’s exact test for enrichment of the high- (top 20%), medium- (middle 20%), and low-coverage (bottom 20%) 5hmCGs across various genomic features. Poised enhancers (“enh.”): regions with H3K4me1 mark only; active enhancers: regions with H3K4me1 and H3K27ac histone marks; active promoters: 2-kb regions upstream of the gene start that overlap H3K9ac histone mark; nonactive promoters: 2-kb upstream regions depleted in H3K9ac. All analyses are shown for a 500-ng input hmTOP-seq library. All shown enrichment values have *p* ≤ 1.1 × 10^−6^. The data underlying this figure are included in S1 Data. (B) hmTOP-seq coverage profile normalized to CG density over different gene-associated regions: upstream (2 kb), 5′ UTR, exons, introns, 3′ UTRs, and downstream (2 kb). Distribution of (C) 5hmCGs and (D) uCGs across the sense and the antisense strands of genes grouped according to their expression level. Numbers of genes in each group and *p*-values for the modification difference between the strands are shown above each graph. All analyses are shown for a 500-ng input hmTOP-seq library. 5hmCG, hydroxymethylated CG site; CGI, CG island; H3K4me1, histone H3 lysine 4 monomethylation; H3K9ac, histone H3 lysine 9 acetylation; H3K27ac, histone H3 lysine 27 acetylation; H3K36me3, histone H3 lysine 36 trimethylation; hmTOP-seq, 5hmC-specific tethered oligonucleotide–primed sequencing; LTR, long terminal repeat; mESC, mouse embryonic stem cell; OR, odds ratio; SINE, short interspersed nuclear element; TSS, transcription start site; TTS, transcription termination site; uCG, unmethylated CG; UTR, untranslated region.

### Strand-specific analysis of 5hmCGs at gene bodies

As hmTOP-seq targets both individual strands of a CG dinucleotide separately, it has a capacity to display strand-specific hydroxymethylation information. Following the previous observations that 5hmCGs are asymmetrically modified on different strands [18,35], we analyzed strand-specific distribution of 5hmCGs across gene-associated elements. In TAB-seq analysis, the average abundance of 5hmC at the called CG sites is 20% compared with 10.9% at the opposite cytosine [18]. We detected a shift in CG hydroxymethylation toward the sense strand relative to the antisense strand in gene bodies. Importantly, the extent of the strand-specific 5hmCG bias increased according to the expression levels of genes, showing the strongest bias for the highly expressed gene group (*p* = 0.4 and *p* = 1 × 10^−63^, for low- and high-expression groups, respectively, two-sided paired *t* test) (Fig 3C). The detected skewed hydroxymethylation at CGs is an important indicator demonstrating that hmTOP-seq can sense subtle differences in 5hmCG levels. Furthermore, the association of 5hmCG enrichment at the sense strand with gene expression levels is in good agreement with the proposed association of 5hmC with active gene expression [4]. Consistent with a suggested repressive role of 5hmC at promoter regions [4], promoters of the highly expressed genes were less enriched in 5hmCGs. Of note, the detected strand-specific 5hmCG bias persisted in the 50-ng input hmTOP-seq library (S6 Fig), suggesting that hmTOP-seq is able to discern high-resolution 5hmCG patterns in limited samples. We then compared hydroxymethylation and general cytosine modification levels at CGs across the same gene groups, using hmTOP-seq and uTOP-seq data, respectively (Fig 3D). Accordingly, promoters of more highly expressed genes were relatively less methylated as compared with those of weakly expressed genes. 

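uTOP-seq, which tethers the ODN to unmodified CGs in place of 5hmC, was carried out with 300 ng of mESC DNA in 3 replicates. The authors deposited the read counts of each CG cytosine by strand, without normalization, for the 17155987 cytosines with a read in any replicate. Read counts summed to 28412885, 23078739 and 20120568 in replicates 1, 2 and 3, which equal the processed reads of S2 Table and were 49.2%, 52.2% and 52.3% of its raw reads. They fell on 9732368, 8968979 and 8270241 CG cytosines, with a mean coverage of 2.92, 2.57 and 2.43 reads. Pearson r between replicates, over all CG cytosines of an autosome, was 0.469 ± 0.0970 (SD over the 19 autosomes) for replicates 1 and 2, 0.451 ± 0.0973 for replicates 1 and 3, and 0.443 ± 0.101 for replicates 2 and 3. A uCG was counted when its cytosine had a read in all 3 replicates, a rule chosen here, and its value was the mean of the replicates. Gene expression data were not used here, so that genes were not divided by expression.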

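Protein-coding genes between the 1st and 99th length percentile were divided into 60 bins, and genes with uCGs in at least 20 bins on both strands were kept, as the paper's methods describe. In 5911 genes, the mean uCG coverage over bins with signal on both strands was 3.73 reads on the sense strand and 3.73 reads on the antisense strand. The difference, sense minus antisense, was −0.00397 reads (SD over genes 0.540, standard error 0.00564 from leaving out 1 autosome at a time; two-sided paired t test, n = 5911 genes, p = 0.572). The sense strand was higher in 49.9% of genes and on 10 of 19 autosomes. The filter on bins moved the difference most, to 0.0166 reads in 1031 genes with at least 40 bins (two-sided paired t test, n = 1031 genes, p = 0.0649) and to −0.0231 reads in 12380 genes with at least 10 bins (same test, n = 12380 genes, p = 0.00134). Leaving out replicate 2 gave −0.0133 reads in 9790 genes (same test, n = 9790 genes, p = 0.0122). Over the autosomes, the plus strand received 48.3%, 48.3% and 47.6% of the reads in the 3 replicates. Both cytosines of a CG had a read at 19.4%, 18.0% and 16.4% of the covered CGs, and r between the strands of a CG was 0.154, 0.157 and 0.136.

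**Figure D4:**
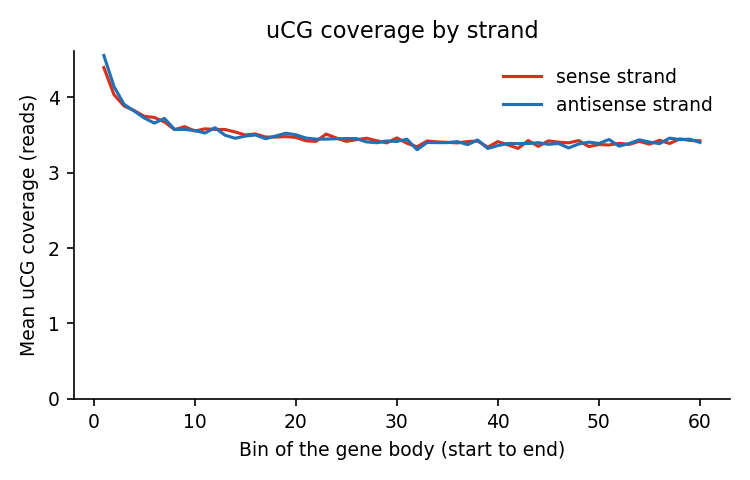
Mean uCG coverage (reads, vertical axis) on the sense and antisense strands in each of 60 bins (horizontal axis, from gene start to gene end) of the 5911 genes with uCGs in at least 20 bins on both strands. Lines are means over the genes with signal in a bin.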

There was no noticeable difference for the uCG distribution between the sense and the antisense strands, consistent with the symmetrical methylation of CGs [18].

To further demonstrate the capacity of hmTOP-seq for high-resolution analysis, we analyzed distribution of 5hmCGs around exon-intron boundaries. DNA hydroxymethylation and modification differences at the exon-intron junction were reported for the immediate boundary (within the first 5 nt) and up to the first 20 nt to the boundary [17,36]. 

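The annotation holds 179149 distinct internal exons of protein-coding transcripts. A CG was placed by the distance of its sense-strand cytosine from the splice site, with negative distances upstream and positive distances downstream in the direction of transcription, and the coverage of both strands was taken together because the 5hmCG counts merge them. The cytosine of the antisense strand lies 1 nt downstream of that position. In the 500-ng libraries, 10312 exon-intron boundaries and 6171 intron-exon boundaries had an overlapping 5hmCG within 25 nt on both sides. In the 50-ng libraries there were 3883 and 2275 such boundaries.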

We selected all internal protein-coding exons that contained 5hmCG both on the intronic and exonic side within 25-nt distance from the splicing site. In our analysis, a cross-boundary change in 5hmCG distribution at the site of transition from exon to intron was most evident in the first 5–10 nt from the boundary on the sense strand, whereas hydroxymethylation levels in the antisense strand remained constant (Fig 4A). 

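At 10312 exon-intron boundaries, the mean 5hmCG coverage in the 500-ng libraries was 8.93 reads on the exonic side and 7.90 reads on the intronic side. The difference was 1.03 reads (standard error 0.102 from leaving out 1 autosome at a time; two-sided paired t test, n = 10312 boundaries, p = 1.87e-26) and was positive on 18 of 19 autosomes. The window moved the difference most, to 1.98 reads at the 1726 boundaries with a site within 10 nt on both sides (same test, n = 1726 boundaries, p = 4.09e-17). Leaving out replicate 1 or replicate 2 gave 0.963 and 1.07 reads. The sense and antisense strands were not told apart.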

We identified a 5hmC peak at the −1 and −2 positions on the exonic side, then a sharp drop at around +5 and again an increase in 5hmC levels for longer distances (up to +25 nt at the intron side). 

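On the exonic side, the mean 5hmCG coverage in the 500-ng libraries was 9.11 reads at −1 (SE 0.261 over autosomes, 505 sites), 8.94 reads at −2 (SE 0.316, 1151 sites), and 11.4 reads at −3 (SE 0.634, 390 sites). At the other distances down to −25, it lay between 7.99 and 10.3 reads. On the intronic side it was 6.88 reads at +3 (SE 1.17, 36 sites), 6.22 reads at +4 (SE 0.298, 793 sites), 8.50 reads at +5 (SE 0.689, 172 sites), 6.87 reads at +6 (SE 0.327, 410 sites) and 6.88 reads at +7 (SE 0.336, 441 sites). From +8 to +25 it was between 7.48 and 8.64 reads. Distances +1 and +2 had 0 and 9 sites. Replicates differed by an SD of 0.0196 reads at −1, 0.278 reads at −2 and 0.291 reads at +4, smaller than the difference between the exonic positions and +4.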

Strikingly, at the site of transition from intron to exon, we detected a prominent intronic 5hmC peak at around −5 position on the coding strand. 

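Upstream of the intron-exon boundary, the mean 5hmCG coverage in the 500-ng libraries rose from 6.72 reads at −25 (SE 0.324 over autosomes, 344 sites) to 9.80 reads at −10 (SE 0.529, 292 sites) and 13.1 reads at −6 (SE 0.903, 302 sites). It was 10.2 reads at −5 (SE 0.345, 852 sites), where the SD between the replicates was 0.690 reads. Distances from −4 to −1 had between 1 and 12 sites. On the exonic side it was 8.76 reads at +1, 11.1 reads at +2 (SE 0.641, 265 sites) and 8.80 reads at +25. Averaged over 25 nt at 6171 boundaries, the exonic side had 8.75 reads and the intronic side 8.45 reads. The difference was 0.294, with a standard error of 0.207 over autosomes (two-sided paired t test, n = 6171 boundaries, p = 0.0183). That test takes boundaries as independent, and its p is smaller than this standard error would give. A two-sided sign-flip permutation test over 19 autosomes gave p = 0.0302. Within 10 nt, at 1057 boundaries, the direction was the opposite. The exonic minus intronic difference was −1.85 reads (two-sided paired t test, n = 1057 boundaries, p = 2.92e-07).

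**Figure D5:**
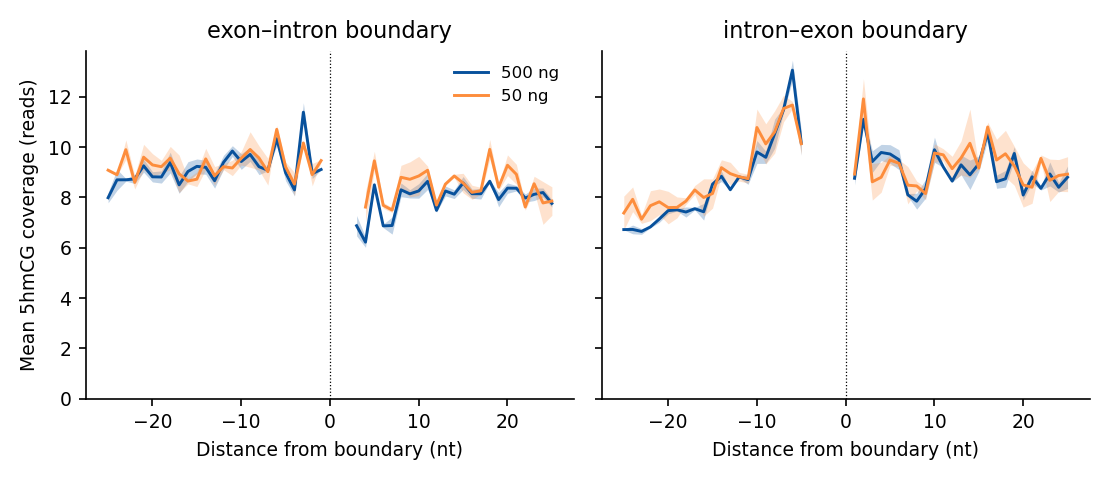
Mean 5hmCG coverage (reads, vertical axis) against the distance of the CG from the boundary (nt, horizontal axis) at exon-intron and intron-exon boundaries, for the 500-ng and 50-ng libraries with both strands taken together. Lines are means and bands span the replicates, at distances with at least 20 CGs; in the 500-ng libraries coverage is 6.22 at +4 of the exon-intron boundary and reaches 13.1 at −6 of the intron-exon boundary.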

For the opposite strand, CGs that localized immediately adjacent to the intron-exon junction, as well as the peri-boundary CGs, showed a lower 5hmC level across introns relative to exons. The observed cross-boundary 5hmCG changes are in good agreement with TAB-seq data of mouse and human tissues [35], indicating that our method can approach a precision achievable only to the gold-standard methods. Importantly, the cross-boundary differences were also evident in the 50-ng input DNA hmTOP-seq analysis, in which considerably lower numbers of 5hmCGs were identified (S7 Fig). 

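In the 50-ng libraries, the mean 5hmCG coverage at 3883 exon-intron boundaries was 9.22 reads on the exonic and 8.48 reads on the intronic side, a difference of 0.741 reads (standard error 0.132; two-sided paired t test, n = 3883 boundaries, p = 2.81e-06). The exonic side was higher on 17 of 19 autosomes. At 2275 intron-exon boundaries, 9.16 reads on the exonic and 9.04 reads on the intronic side gave a difference of 0.126 reads, which was smaller than its standard error of 0.231 (same test, n = 2275 boundaries, p = 0.510). The paper shows the strands in opposite directions at this boundary, so the merged value cannot decide whether either strand differs. Within 10 nt the difference at 416 intron-exon boundaries was −1.96 reads (same test, n = 416 boundaries, p = 2.30e-05). Coverage was 7.38 reads at −25, 11.7 reads at −6 and 10.1 reads at −5 of the intron-exon boundary, and 7.61 reads at +4 of the exon-intron boundary.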

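For uCGs, which carry a strand, 1184 exon-intron boundaries had a uCG on both sides within 25 nt on the sense strand and 1489 on the antisense strand. On the sense strand, mean uCG coverage was 5.09 reads on the exonic and 4.77 reads on the intronic side, a difference of 0.314 reads (standard error 0.0750; two-sided paired t test, n = 1184 boundaries, p = 0.00531). On the antisense strand, 5.13 and 5.24 reads gave a difference of −0.111 (standard error 0.0721; same test, n = 1489 boundaries, p = 0.326). At intron-exon boundaries, the sense strand had 4.77 reads on the exonic and 5.32 reads on the intronic side, a difference of −0.551 (standard error 0.137; same test, n = 1041 boundaries, p = 4.90e-06). The antisense strand had 4.69 and 4.20 reads, a difference of 0.493 (standard error 0.133, same test, n = 634 boundaries, p = 2.52e-04). A two-sided sign-flip permutation test over 19 autosomes gave p = 2.6e-04 for the sense and p = 0.0339 for the antisense strand at these boundaries. With the strands of a CG summed, the difference was 0.224 reads at 4474 exon-intron boundaries and −0.111 reads at 2959 intron-exon boundaries. Sense-strand coverage upstream of the intron-exon boundary was 4.63 reads at −25, 6.57 reads at −6 and 5.87 reads at −5. A 10-nt window gave 0.258 reads on the sense strand at exon-intron boundaries (two-sided paired t test, n = 133 boundaries, p = 0.459). With the strands summed it gave −0.722 reads at intron-exon boundaries (two-sided paired t test, n = 495 boundaries, p = 2.53e-04).

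**Figure D6:**
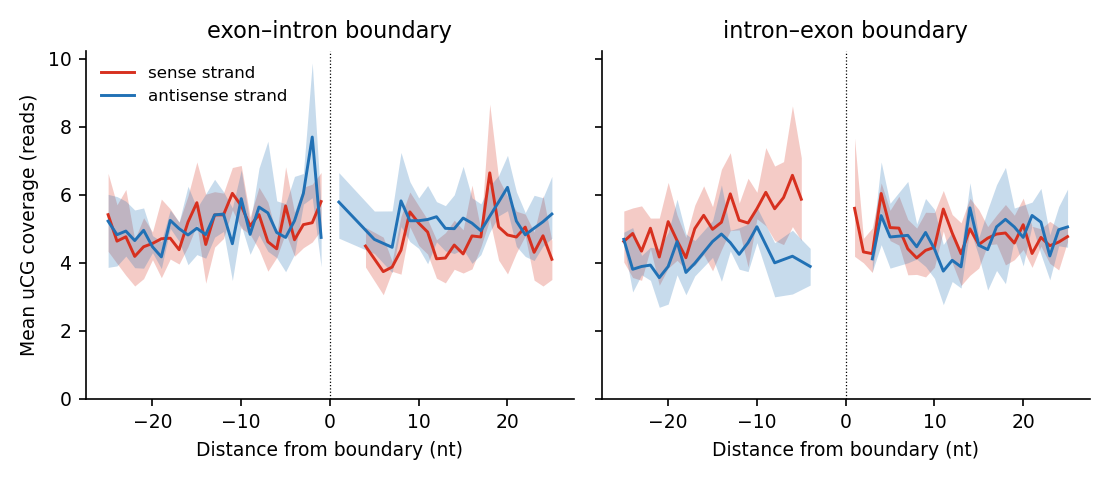
Mean uCG coverage (reads, vertical axis) against the distance of the cytosine from the boundary (nt, horizontal axis) on the sense and antisense strands at exon-intron and intron-exon boundaries. Lines are means and bands span the 3 replicates, at distances with at least 20 uCGs; sense-strand coverage is 4.63 reads at −25 and 6.57 reads at −6 of the intron-exon boundary.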

Of note, the general cross-boundary DNA modification levels of CGs followed a similar trend, as evidenced by the TOP-seq profiles of uCGs (Fig 4B).

**Fig 4:**
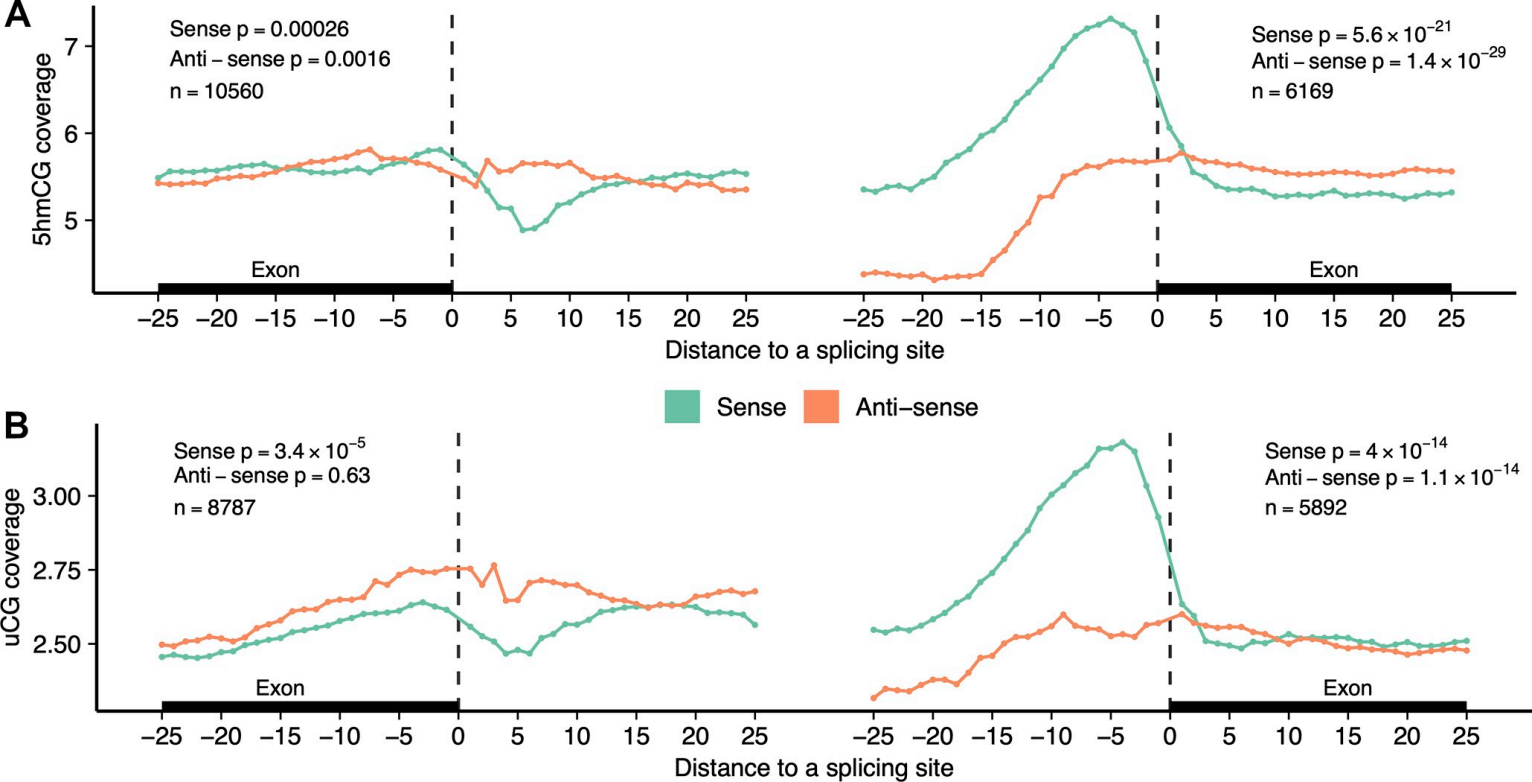
CG modification profiles at exon-intron cross-boundaries. Distribution of 5hmCGs (A) (500-ng input DNA hmTOP-seq libraries) or uCGs (B) at both sides of the exon-intron boundary is presented for the sense and the antisense strands. The x-axis shows the distance (nt) of CGs from the boundary. *p*-Values indicate a difference in coverage between exonic and intronic side of the boundary for the first 25 nt. At the exon-intron boundary (left part), general 5hmCG modification levels are higher at the exonic side as compared with the intronic side for both strands. At the intron-exon boundary (right part), the antisense strand shows the same trend, whereas the sense strand shows higher general 5hmCG levels on the intronic side. The data underlying this figure are included in S1 Data. 5hmCG, hydroxymethylated CG site; nt, nucleotide; uCG, unmodified CG site.

## Discussion

To date, the TOP-seq approach, which relies on targeted nonhomologous priming of a DNA polymerase to provide enhanced mapping resolution and sequencing economy, has been implemented for analysis of unmodified [25] or hydroxymethylated CG sites in DNA ([27] and this work). Taking advantage of available empirical data, we—for the first time, to our knowledge—were able to propose a general mechanism for this unconventional mode of polymerase action. At the heart of the mechanism is proximity-driven capture of a covalently tagged target base, located at an internal position of the DNA template strand, in the active site of a DNA polymerase; the latter is attracted to the DNA by the short duplex composed of the tethered ODN and its complementary priming strand. This apparent invasion of the DNA helix requires no “jumping” of the polymerase, as has been suggested elsewhere [27]. Most importantly, the new level of mechanistic understanding enables a better evaluation of suitable tethering chemistries by simple modeling prior to empirical examination, which is exemplified by the superior resolution of the newly developed hmTOP-seq procedure as compared with its predecessor [27]. The attained precision capacitated the readout and mapping of genomic 5hmC in both CG and non-CG contexts.

The nondestructive nature of hmTOP-seq allowed the construction of 5hmC maps with less starting DNA amounts than for routine WGBS. Besides its high robustness and inherent single-base resolution, the hmTOP-seq approach offers cost-efficiency, stemming from the target-selective sequencing and facile data processing. Such analysis results in extremely informative datasets as demonstrated by whole-genome high-coverage mapping of 5hmC in mESCs using only on average 20 million of processed reads. To our knowledge, no other method to date can offer a similar performance.

We demonstrated that the method can assess subtle hydroxymethylation changes at individual CGs distributed around exon-intron cross-boundaries, the precision achievable only to the gold-standard WGBS. Furthermore, even lower-input (50 ng) DNA hmTOP-seq libraries permitted detection of strand-specific CG hydroxymethylation.

Most recent studies have proposed bisulfite-free methods for single-base resolution 5hmC analysis which exploit differential sensitivity of the cytosine modifications to enzymatic deamination by an AID/APOBEC family DNA deaminase [37] or chemical modification of 5hmC [38,39] to afford differential readout of 5hmC in conventional sequencing. These methods require whole-genome sequencing, which bears a hefty price tag for large-scale studies of epigenetic diseases and cancer.

hmTOP-seq, as all other methods based on the TOP-seq strategy, cannot directly determine the absolute modification levels of CGs but can infer relative hydroxymethylation of each CG based on their sequencing coverage. In addition to 5hmCG-based single-nucleotide-resolution analysis, calculation of regional h-density profiles, especially with lower-input hmTOP-seq libraries (5-ng input DNA), should be used for comparison of 5hmC levels among multiple samples. As a read-count-based epigenome profiling approach, hmTOP-seq is affected by confounders such as aneuploidy and copy number variations (CNVs). However, although for studies of heavily genetically transformed genomes, such as cancer genomes, a prior knowledge of regions affected by CNV is necessary, the presence of such large megabase regions do not prevent computation of differentially modified regions within CNVs.

Overall, hmTOP-seq is an attractive semiquantitative method for screening hydroxymethylated cytosines genome-wide in various tissues and clinical samples. We envision that the combination of inherent high resolution and cost-efficiency will pave the way for its wide application in harnessing complex human epigenome variations.

## Materials and methods

### Cell culture

Murine embryonic stem cells E14TG2a were kindly provided by Prof. Guoliang Xu (Shanghai Institute of Biochemistry and Cell Biology). mESCs were grown on 0.1% gelatin coated dishes in the presence of 1,000 U/ml LIF (ESGRO Millipore) and 15% fetal bovine serum as described previously [40].

### gDNA

DNA from mESCs was purified using standard phenol-chloroform extraction.

### Validation of hmTOP-seq in a model DNA fragment system

Two model DNA fragments were made by PCR from human *BMX* gene: 1H, 155 bp (oligonucleotides for PCR, 1H-dir 5′-TGTGTTACTGTGTGGAAAAGACC-3′, 1H-rev 5′-CCACTCCTTATAGTTTGGCTGA-3′) and 2H, 202 bp (2H-dir 5′-GCAATGTGTTGTGGAGGAGA-3′, 2H-rev 5′- CCTACTTGGGTTTGCCCTCT-3′). The 5hmC was introduced at GCGC sites of the DNA fragments by incubating 1 μg of 1H/2H DNA fragment mix with a 5-fold molar excess of M.HhaI and 13 mM formaldehyde for 1 h at room temperature followed by Proteinase K treatment (0.2 mg/ml) for 30 min at 55°C and column purification (GeneJet PCR Purification kit [TS]) [26,30]. The efficiency of hydroxymethylation was approximately 90%, according to R.Hin6I endonuclease protection and qPCR analysis (S2E Fig).

To label 5hmC with an azide group, M.HhaI-treated 1H/2H were labeled with 10 U T4 BGT (TS) supplemented with 50 μM UDP-glucose-azide (Jena Bioscience) for 2 h at 37°C, followed by enzyme inactivation at 65°C for 20 min and column purification (DNA Clean & Concentrator-5, Zymo Research).

To label 5hmC-DNA with cysteamine, M.HhaI-treated 1H/2H DNA fragments were incubated with a 10-fold molar excess of M.SssI (TS), 12.5 mM cysteamine (Sigma) in 40 μl of 50 mM NaOAc (pH 6.0), 0.2 mg/ml BSA for 1 h at 30°C, followed by enzyme inactivation at 65°C for 15 min and column purification (GeneJet PCR Purification kit [TS]). DNA was eluted in 40 μl of 20 mM NaHCO_3_ (pH 9.0) and supplemented with 40 μl of 0.3 M NaHCO_3_, 20 μl Azide Amine-Activator (Interchim) to final 2 mg/ml concentration, incubated for 2 h at room temperature, and purified through GeneJet PCR Purification kit (Protocol A [TS]) columns.

Following the covalent labeling procedures, DNA was further processed as follows: after ligation of the partially complementary adapters as described previously (step 2 [25]), DNA was supplemented with 20 μM alkyne DNA oligonucleotide (ODN; 5′-T[alkyneT]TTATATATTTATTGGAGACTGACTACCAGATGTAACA-3′, Base-click) and 8 mM CuBr: 24 mM THPTA mixture (Sigma) in 50% of DMSO, incubated for 20 min at 45°C, and subsequently diluted to <1% DMSO before a column purification (GeneJet NGS Cleanup kit, Protocol A [TS]).

A DBCO moiety containing ODN was produced by incubating amine DNA oligonucleotide (5′-C[T-C2-NH_2_]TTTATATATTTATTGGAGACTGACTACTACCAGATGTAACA-3′, Metabion) with 100× excess of DBCO-sulfo-NHS ester (Glen Research) in 150 mM NaHCO_3_ for 2 h at room temperature and subsequently purified with Oligo Clean & Concentrator (Zymo Research) spin columns. Azide-DNA was supplemented with 10 μM DBCO ODN in 25% DMSO, incubated for 2 h at 45°C, and subsequently diluted to <1% DMSO before a column purification (GeneJet NGS Cleanup kit, Protocol A [TS]).

Coupling efficiency (S1 Table) was calculated from 2–3 independent experiments as a percentage of model DNA fragments conjugated to ODN on Agilent Bioanalyzer profiles.

A 20 μl reaction containing 5-ng ODN-conjugated DNA, 0.5 μM of a complementary priming strand (EP; 5′-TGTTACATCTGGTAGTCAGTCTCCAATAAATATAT-3′, with custom LNA modifications [Exiqon] and phosphorothioate linkages at the 3′ end), and 2.5 U Pfu DNA polymerase (TS) in Pfu buffer supplemented with 0.2 mM dNTP was incubated at the following cycling conditions: 95°C for 2 min; 5 cycles at 95°C for 1 min, 65°C for 10 min, 72°C for 10 min. Primed DNA was amplified with 2× Platinum SuperFi PCR Master Mix (TS), 0.5 μM barcoded fusion PCR primers A(Ad)-EP-barcode-primer (63 nt), and trP1(Ad)-A2-primer (45 nt) (both primers contained phosphorothioate modifications). Thermocycler conditions were 94°C for 4 min; 15–25 cycles at 95°C for 1 min, 60°C for 1 min, 72°C for 1 min. The final amplified DNA fragments were column purified (GeneJet NGS Cleanup kit, Protocol A [TS]).

To evaluate the priming efficiency, 10 μl of the priming reaction mixture containing 2.5 ng of ODN-conjugated 1H fragment was added to 50 μl mixture of Platinum SuperFi PCR Master mix, EP and 1H-dir or EP and 1H-rev primers (0.5 μM each), and 0.08x SYBR Green I (Sigma-Aldrich) and amplified on Rotor-Gene Q (Qiagen) real-time PCR machine using 30 cycles of the same thermocycling program as stated above.

### Validation of hmTOP-seq in a model DNA system

GCGC-hydroxymethylated bacteriophage lambda gDNA was prepared by treating 3 μg of fragmented lambda DNA with a 3-fold molar excess of M.HhaI and 13 mM formaldehyde for 1 h at room temperature. After reaction, DNA was purified using GeneJet PCR Purification kit (TS). Five different DNA mixtures containing 2.5%, 5%, 10%, 20%, and 40% 5hmC at GCGC sites were produced by premixing the HhaI-modified and untreated lambda DNA. Libraries were prepared as described above (with mESC gDNA) with the following changes: 300-ng DNA samples were labeled with T4 BGT as above. ODN-conjugated DNA was used in 25 μl of priming reaction mixture with 2.5 U Pfu DNA polymerase. PCR amplification (for 12 cycles) was carried out by adding all of the above reaction mixture to 100 μl of amplification reaction.

### Analysis of bacteriophage lambda hmTOP-seq data

Processing of the bacteriophage lambda hmTOP-seq sequencing data was performed as described previously [25] except for the minimal length of retained reads set at 120 nt. Processed reads were mapped to a lambda phage genome, and only the reads with mapping quality equal or above 60 and starting exactly at a CG site in a GCGC context were used for further analysis. PCR duplicates were removed using the following algorithm: for each uniquely mapped read, its start coordinate (5′ end) and read length without the 3′ adapter were obtained; reads sharing identical start coordinate and read length were considered duplicates and only one was retained.

To test the relationship between the level of hydroxymethylation of GCGC sites (2.5%, 5%, 10%, 20%, 40% 5hmC) and their coverage, a quadratic regression model was applied in which median coverage was the dependent variable and 5hmC level was the independent variable.

### Preparation of hmTOP-seq libraries of mESCs

Extracted gDNA of mESCs was sonicated on M220 Focused-ultrasonicator (Covaris) in 10 mM Tris-HCl (pH 8.5) buffer to yield fragments with a peak size of approximately 200 bp. The protocol of hmTOP-seq (Fig 1D) is as follows.

**Step 1.** The 5hmC glycosylation was carried out in a 50 μl reaction mixture with 5, 50, or 500ng of fragmented gDNA supplemented with 50 μM UDP-6-azide-glucose (Jena Bioscience) and 5 U T4 BGT (TS) for 2 h at 37°C, followed by enzyme inactivation at 65°C for 20 min and column purification (GeneJet PCR Purification kit [TS]).
**Step 2.** Azide-tagged DNA was end-filled using a DNA End Repair Kit (TS) according to the vendor’s recommendations, and DNA was purified using the GeneJet Purification Kit (TS). A 3′-dA mononucleotide extension was added to end-repaired DNA by incubating with Klenow exo- polymerase in Klenow Buffer (TS) in the presence of 0.5 mM dATP at 37°C for 45 min, enzyme inactivated at 75°C for 15 min followed by purification through DNA Clean & Concentrator-5 columns (Zymo Research). Partially complementary adaptors A1/A2 (4.5 mM) (produced by annealing of partially complementary 32/33-nt oligonucleotides A1/A2, A1 5′ P-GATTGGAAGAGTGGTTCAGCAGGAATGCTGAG, and A2 5′-ACACTCTTTCCCTACATGACAC TCTTCCAATCT) were ligated by incubating the DNA with 15 U of T4 DNA Ligase (TS) in Ligase buffer at 22°C overnight in a total volume of 30 μl, followed by thermal inactivation at 65°C for 10 min and column purification (DNA Clean & Concentrator-5, Zymo Research).
**Step 3.** DNA from Step 2 DNA was supplemented with 20 μM biotinylated alkyne-containing DNA oligonucleotide (5′-T[alkyneT]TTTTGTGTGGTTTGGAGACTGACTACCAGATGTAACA-biotin, Base-click) and 8 mM CuBr: 24 mM THPTA mixture (Sigma) in 50% of DMSO, incubated for 20 min at 45°C, and subsequently diluted to <1.5% DMSO before a column purification (GeneJet NGS Cleanup kit, Protocol A [TS]).
**Step 4.** DNA recovered after the biotinylation step was incubated with 0.1 mg Dynabeads MyOne C1 Streptavidin (TS) in buffer A (10 mM Tris-HCl [pH 8.5], 1 M NaCl) at room temperature for 3 h on a roller. DNA-bound beads were washed 2× with buffer B (10 mM Tris-HCl [pH 8.5], 3 M NaCl, 0.05% Tween 20); 2× with buffer A (supplemented with 0.05% Tween 20); and 1× with 100 mM NaCl and were finally resuspended in water and incubated for 5 min at 95°C to recover enriched DNA fraction.
**Step 5.** Enriched DNA was subsequently used in 30 μl of priming reaction in Pfu buffer with 1.5 U Pfu DNA polymerase (TS), 0.2 mM dNTP, 0.5 μM complementary priming strand (EP; 5′-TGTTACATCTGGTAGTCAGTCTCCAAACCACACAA-3′, with custom LNA modifications [Exiqon] and phosphorothioate linkages at the 3′ end). Reaction mixture was incubated at the following cycling conditions: 95°C for 2 min; 5 cycles at 95°C for 1 min, 65°C for 10 min, 72°C for 10 min.
**Step 6.** Amplification of a primed DNA library was carried out by adding 22 μl of the priming reaction mixture to 100 μl of amplification reaction containing 50 μl of 2× Platinum SuperFi PCR Master Mix (TS) and barcoded fusion PCR primers A(Ad)-EP-barcode-primer (63 nt) and trP1(Ad)-A2-primer (45 nt) at 0.5 μM each (both primers contained phosphorothioate modifications). Thermocycler conditions were as follows: 94°C for 4 min; 12 or 15 cycles at 95°C for 1 min, 60°C for 1 min, 72°C for 1 min. The final libraries were size-selected for approximately 300-bp fragments (MagJet NGS Cleanup and Size-selection kit [TS]), and their quality was tested on Agilent 2100 Bioanalyzer (Agilent Technologies) and by qPCR (TS, Qiagen). Libraries were subjected to Ion Proton (TS) sequencing.

### Preparation of uTOP-seq libraries of mESCs

uTOP-seq libraries of mESC using 300-ng input DNA were prepared as described previously [25].

### Analysis of mESC hmTOP-seq data

hmTOP-seq data were processed as described for bacteriophage lambda hmTOP-seq with the following exceptions: a minimal raw read length was 80 nt and reads were mapped to the mouse genome build mm10 with a minimal mapping quality of 30. The 5hmCH coverage was calculated using reads that start exactly at those CH sites that do not contain a CG closer than 7 nt in the downstream direction. h-density was calculated and TOP-seq data were processed as described previously [25]. Additionally, the h-density signal was log2 transformed.

To test correlations between the technical replicates in silico subsampling was performed by randomly selecting a fraction of reads assigned to a CG site. Correlation between hmTOP-seq and nano-hmC-Seal signal was determined in high-confidence nano-hmC-Seal regions. For each nano-hmC-Seal region, a total signal from each method was calculated and square-root transformed. Correlation between hmTOP-seq and nano-hmC-Seal as well as for hmTOP-seq technical replicates was calculated for each autosome separately.

Enrichment of genomic elements for the 5hmCG signal was calculated as follows. The 5hmCGs were divided into three signal-strength groups (low: bottom 20%; middle: mid 40%–50%; top: top 80%). Then, a contingency table was created for each CG site falling into a signal group and overlapping a genomic region. Fisher’s exact test was performed to estimate the OR and *p*-value. For 5hmCH signal enrichment, the same algorithm was used, but only with one signal-strength group (all available 5hmCHs). A general gene profile was created by dividing each gene element into 10 equally sized bins and for each bin calculating average 5hmCG signal normalized by CG density. To calculate strand differences in 5hmCG and uCG along the protein-coding gene, we used the following algorithm. First, we removed genes that were shorter than 1% or longer than 99% of all the genes. Next, each gene was assigned an expression group and divided into 60 equally sized bins. Four expression groups were defined: genes without expression and genes with low, mid, and high expression divided into three equally sized groups. To have a representative signal in the gene body, we selected only those genes that had modification signal in at least 20 bins on both strands. Two-sided paired *t* test was used to calculate differences between the strands per each expression group. To calculate profiles around the exon-intron boundaries, we selected all internal protein-coding exons that contained modification sites on both sides of the boundary (within absolute distance 1–25 nt). To test differences between the intron and exon sides, the average signal for each exon-intron boundary was calculated and a two-sided paired *t* test was performed.

### Annotations

Mouse genome sequence (build mm10), CGI, and repeat coordinates were downloaded from the UCSC genome browser. CGI shores were defined as 2-kb regions around a CGI. Gene dataset was downloaded from the GENCODE encyclopedia of genes [41]. Gene upstream (promoter) or downstream regions were set as 2-kb regions from a given transcription start or end site, respectively. Intergenic regions were defined as regions that are 50 kb away from the protein-coding genes. mESC histone marks and RNA dataset was taken from the ENCODE data portal (ENCODE project consortium [42,43]). TAB-seq and nano-hmC-Seal datasets were obtained from the Gene Expression Omnibus (TAB-seq: GSE36173; nano-hmC-Seal: GSE77967) [18,33]. Both 5hmC modification datasets were converted to mm10 mouse genome version.

## Supporting information

S1 Fig Putative conformations of the tethering linkers 1a, 2a, and 3 in relation to T_2_ (tethered ODN) and target 5hmC (gDNA) nucleotides. Linker conformations were determined by ChemBio3D Ultra MM2 energy minimization using the target values derived from the coordinates of dT_4_ and dT_6_ nucleotides in the template strand of the KOD polymerase–DNA complex (PDB: 5omf) as follows: C5–C5 distance = 8.99 Å; C5-methyl bond angles for dT_6_ (corresponds to T_2_ in the tethered ODN) and dT_4_ (corresponds to 5hmC) = 58.8° and 124.4°, respectively; dihedral angle (dT_4_–dT_6_ helical twist) = 59.8°. Actual refined values are shown in fine print. 5hmC, 5-hydroxymethylcytosine; ODN, oligodeoxyribonucleotide; PDB, Protein Data Bank.
(TIF) Click here for additional data file.

S2 Fig Specificity and efficiency of 5hmC mapping by hmTOP-seq. (A) Schematic view shows four priming products generated from the two model DNA fragments, 1H and 2H. Theoretical sizes of the four specific hmTOP-seq and uTOP-seq products (including 135-bp adapters) are as follows: 1H-dir 176 bp, 2H-dir 194 bp, 1H-rev 247 bp, and 2H-rev 276 bp. (B) Agilent Bioanalyzer profiles of hmTOP-seq priming products obtained from 1H and 2H model DNA fragments, each containing a single 5hmC, followed by derivatization with cysteamine (black line) or the azide group (red line). For each type of derivatization, different number of PCR cycles was required to detect comparable amounts of four products (20 cycles for azide- and 25 cycles for cysteamine-derivatization). (C) Comparison of hmTOP-seq and uTOP-seq [25] in the 1H/2H model DNA system. Bioanalyzer profiles of the products obtained from 1H and 2H model DNA fragments each containing a single 5hmC or an unmodified CG processed through the hmTOP-seq (red line) or uTOP-seq procedure (black line). In both cases, the corresponding workflow generates four specific products with similar efficiencies (15 cycles of PCR were used). Azide-labeling of unmethylated CG sites in the model DNA fragments was performed as described [25]. (D) Agilent Bioanalyzer profiles of hmTOP-seq priming products obtained from 1H/2H, followed by copper-free (black line) or Cu(I)-catalyzed (red line) click conjugation to DNA oligonucleotide. In both cases, 25 cycles of PCR were used. (E) Assessment of the M.HhaI-directed hydroxymethylation efficiency on two model DNA fragments. After incubation of 1H/2H model DNA fragments with M.HhaI in the presence of formaldehyde, the DNA fragments were cleaved with Hin6I restriction endonuclease and the amount of uncleaved DNA was evaluated by qPCR with the respective primer pairs (1H-dir/1H-rev or 2H-dir/2H-rev; see “Validation of hmTOP-seq in a model DNA fragment system” in Materials and methods). The data underlying this section are included in S2 Data. 5hmC, 5-hydroxymethylcytosine; A1 and A2, strands of a partially complementary adaptor; Ad-A2 and Ad-TO, adapters containing NGS platform-specific 5′-end sequences; hmTOP-seq, 5hmC-specific TOP-seq; qPCR, quantitative PCR; TO, tethered oligodeoxyribonucleotide; uTOP-seq, uCG-specific TOP-seq.
(TIFF) Click here for additional data file.

S3 Fig Distance distribution of read start positions from (A) a nearest GCCG or (B) a CG site in the hmTOP-seq library of pre-hydroxymethylated lambda DNA (2.5% 5hmC at GCGC sites) and mESCs, respectively. The data underlying this figure are included in S2 Data. 5hmC, 5-hydroxymethylcytosine; hmTOP-seq, 5hmC-specific tethered oligonucleotide–primed sequencing; mESC, mouse embryonic stem cell.
(TIFF) Click here for additional data file.

S4 Fig Correlation between technical replicates using subsamples of the hmTOP-seq data. Sequencing reads were sampled from 500-ng and 50-ng input DNA hmTOP-seq libraries, respectively. The data underlying this section are included in S2 Data. hmTOP-seq, 5hmC-specific tethered oligonucleotide–primed sequencing.
(TIFF) Click here for additional data file.

S5 Fig hmTOP-seq analysis of non-CG sites. Odds ratio (Fisher’s test) for enrichment (A) or distribution (B) of 76,665 5hmCHs detected in mESCs across various genomic features. All enrichments have *p* < 0.05. The data underlying this section are included in S2 Data. 5hmCH, hydroxymethylated CH site; hmTOP-seq, 5hmC-specific tethered oligonucleotide–primed sequencing; mESC, mouse embryonic stem cell.
(TIFF) Click here for additional data file.

S6 Fig Genomic distribution of 5hmCGs in mESCs. Distribution of 5hmCGs in 50-ng input DNA hmTOP-seq libraries across the sense and the antisense strands of genes grouped according to their expression level. Numbers of genes in each group and *p*-values for the modification difference between the strands are shown above each graph. hmTOP-seq, 5hmC-specific tethered oligonucleotide–primed sequencing; mESC, mouse embryonic stem cell.
(TIFF) Click here for additional data file.

S7 Fig Changes in 5hmCG distribution at exon-intron cross-boundaries. Distribution of 5hmCGs in 50-ng input DNA hmTOP-seq libraries at both sides of the exon-intron boundary is presented for the sense and the antisense strands. The x-axis shows the distance (nt) of CGs from boundary. *p*-Values indicate a difference in coverage between exonic and intronic side of the boundary for the first 25 nt. The data underlying this section are included in S2 Data. 5hmCG, hydroxymethylated CG site; hmTOP-seq, 5hmC-specific tethered oligonucleotide–primed sequencing; nt, nucleotide.
(TIFF) Click here for additional data file.

S1 Table Structural parameters and TOP-seq performance of tethering linkers. TOP-seq, tethered oligonucleotide–primed sequencing.
(XLSX) Click here for additional data file.

S2 Table Sequencing statistics of hmTOP-seq and uTOP-seq libraries of mESC DNA. hmTOP-seq, 5hmC-specific TOP-seq; mESC, mouse embryonic stem cell; uTOP-seq, uCG-specific TOP-seq.
(XLSX) Click here for additional data file.

S1 Data Numerical data underlying Figs 2A, 2B, 2C, 2D, 2E, 2F, 2G, 3A, 4A and 4B. (XLSX) Click here for additional data file.

S2 Data Numerical data underlying S2E, S3A, S3B, S4, S5A, S5B and S7 Figs. (XLSX) Click here for additional data file.

## Abbreviations

5hmC: 5-hydroxymethylcytosine
5hmCG: hydroxymethylated CG site
5hmCH: hydroxymethylated CH site
5mC: 5-methylcytosine
ABA-seq: DNA modification–dependent AbaSI restriction coupled with sequencing
BGT: β-glucosyltransferase
CGI: CG island
CNV: copy number variation
DBCO: dibenzocyclooctyne
eM.SssI MTase: an engineered version of the CG-specific DNA cytosine-5 methyltransferase M.SssI
gDNA: genomic DNA; H3K27ac, histone H3 lysine 27 acetylation
H3K36me3: histone H3 lysine 36 trimethylation
H3K4me1: histone H3 lysine 4 monomethylation
H3K4me3: histone H3 lysine 4 trimethylation
H3K9ac: H3 lysine 9 acetylation
hMe-Seal: 5hmC selective chemical labeling
hmTOP-seq: 5hmC-specific tethered oligonucleotide–primed sequencing
KOD polymerase: the thermophilic DNA polymerase from *Thermococcus kodakaraensis*
LTR: long terminal repeat
mCG: methylated CG site
mESC: mouse embryonic stem cell
M.HhaI MTase: the GCGC-specific DNA cytosine-5 methyltransferase HhaI
NHS: N-hydroxysuccinimide
nt: nucleotide
ODN: oligodeoxyribonucleotide
OR: odds ratio
PDB: Protein Data Bank
Pfu polymerase: the thermophilic DNA polymerase from *Pyrococcus furiosus*
Pvu-Seal-seq: DNA modification–dependent 5hmC enrichment coupled with sequencing
SINE: short interspersed nuclear element
TAB-seq: Tet-assisted bisulfite sequencing
TET: Ten-Eleven Translocation enzyme
TOP-seq: tethered oligonucleotide–primed sequencing
TTS: transcription termination site
uCG: unmodified CG site
uTOP-seq: uCG-specific tethered oligonucleotide–primed sequencing
UTR: untranslated region
WGBS: whole-genome bisulfite sequencing

How the deposited data were processed for this re-analysis (not part of the article)

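Coverage of 5hmC and of unmodified CG was measured in DNA of E14TG2a mouse embryonic stem cells. hmTOP-seq was carried out at DNA inputs of 500, 50 and 5 ng with 2 technical replicates each, and each input had 2 control libraries without BGT labeling. uTOP-seq was carried out at 300 ng with 3 replicates. All 15 library columns of the files were used. Groups were the DNA inputs and assays, and the replicate number was not taken as a pairing.

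According to the paper's methods, the authors trimmed and filtered reads, kept raw reads of at least 80 nt, mapped them to mm10 with a mapping quality of at least 30, removed duplicates with the same start and read length, and assigned the rest to CG sites. The deposited values are read counts per library, with no normalization and no pooling of replicates. The hmTOP-seq counts have 1 entry for each of the 21353092 CG dinucleotides of GRCm38 on chromosomes 1 to 19 and X, with both strands merged. The uTOP-seq counts have 1 entry for each of 17155987 CG cytosines with a read in any replicate, by strand. These properties were checked on the values: all were whole numbers, the total of every library equals the processed reads in S2 Table, and every position lies on a CG of the reference. The strand of the uTOP-seq counts was checked at 436 runs of at least 50 unknown bases in the reference, into which no read can be mapped. Within 40 nt to their left, 142 reads were on the plus and 11 on the minus strand, and to their right 15 and 271.

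Depth was 32502791 and 31918445 reads at 500 ng, 23027170 and 22052535 at 50 ng, 14884939 and 15277636 at 5 ng, and 28412885, 23078739 and 20120568 for uTOP-seq. Duplicates were removed without molecular identifiers, so that counting error is a lower limit of the error of a count. The median coverage of a site with a read was 3 reads in both 500-ng libraries, 4 in both 50-ng libraries, 7 in both 5-ng libraries and 2 in the 3 uTOP-seq libraries.

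A 5hmCG was a CG with at least 1 read, and overlapping 5hmCGs had at least 1 read in both replicates. Pearson r was calculated for each of the 19 autosomes over all CGs, CGs without a read included, and averaged. Subsampling drew 90%, 60% and 30% of the reads without replacement, once with a fixed seed. The h-density was the reads in a 180-bp window centered on a CG divided by its number of CGs, as log2 after adding 0.01. A uCG had a read in all 3 uTOP-seq replicates, and coverage was the mean over replicates.

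Features came from GENCODE mouse release 21 (Ensembl 96) with 21755 protein-coding genes, 58465 of their transcripts and 179149 distinct internal exons. Upstream and downstream regions were 2 kb, and intergenic CGs lay at least 50 kb from a protein-coding gene. CGIs were found in the sequence with a length of at least 200 bp, a GC share of at least 0.5 and an observed over expected CG ratio of at least 0.6. Repeats were the soft-masked sequence. The top, middle and bottom 20% of overlapping 5hmCGs were compared with all other CGs by odds ratios, with intervals from leaving out 1 autosome at a time. Gene bodies of protein-coding genes between the 1st and 99th length percentile were divided into 60 bins, of which at least 20 needed signal on both strands, and strands were compared with a two-sided paired t test across genes. Exonic and intronic sides of splice sites were compared with a two-sided paired t test over boundaries with a site within 25 nt on both sides. Where a result was averaged over autosomes, a two-sided sign-flip permutation test with 100000 permutations was made.

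Reads were summed in 100-kb windows, and 50 ng and 5 ng were each compared with 500 ng by the quasi-likelihood test of edgeR with TMM normalization, over windows with at least 10 reads in every library compared and with a threshold of 0.05 on the p adjusted by the Benjamini-Hochberg method. Sequence context was modelled by a regression of coverage on the 12 bases on each side of a CG, fitted at CGs more than 100 nt from splice sites. The calculations used R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The steps were tested on simulated data of known outcome, where the 10 steps came within 2.91% of the simulated value. In the window test, 99% of 200 windows changed 2-fold were recovered at the spread of 50 against 500 ng and 19% at that of 5 against 500 ng. Smaller changes were not simulated, and the observed log2 fold changes had an SD of 0.19 and 0.39.

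Alternatives covered the CGs that enter a correlation, rank correlation, log scale and capping, coverage minimums of 2 and 3 reads, thinning to the smallest library, windows of 90 and 360 bp and Gaussian kernels for the h-density, another background and the top 10% for odds ratios, 10 and 40 bins and CGs without reads for gene bodies, 10 nt and 1 transcript per gene for boundaries, DESeq2, 1-Mb windows, no filter and a replicate block for windows, and leaving out each replicate in turn. Single sites to be named were the 3 CGs outside repeats with the highest coverage in the lower of the 500-ng replicates among CGs covered in all 500-ng and 50-ng libraries. A further part of that rule named genes by the ratio of sense to antisense 5hmCG reads. It was not applied, and 5hmCG strand differences were not calculated in gene bodies, because the counts merge the strands. At splice sites the 5hmCG strands were taken together. Expression data, histone marks, TAB-seq, nano-hmC-Seal, CH sites and lambda DNA were not analysed here, so that neither genes nor promoters were divided by expression or mark.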

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

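The alternatives were chosen before the data were examined, apart from 9 that were chosen after seeing the data: h-density windows with a read in both libraries, a 180-bp Gaussian kernel with and without the log transform, gene elements scaled to CG density, GC content taken out of the windows in 4 settings, and boundary sites covered in at least 1 replicate. Summing both strands of a CG was void because the counts already merge them, and the 5hmCG strand difference in gene bodies was not run for the same reason. Unless stated otherwise, the cause of a change was not tested.

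Leaving out CGs without a read in either library pulls r down by construction. Over the CGs covered in at least one library, replicate correlations at 5, 50 and 500 ng were −0.146, 0.273 and 0.747. By Spearman rank they were 0.169, 0.409 and 0.615. Over CGs covered in both libraries r was 0.369 at 50 ng and 0.750 at 500 ng, and on the log2 scale 0.154 at 5 ng and 0.710 at 500 ng. The order of the inputs was the same in all of these. Capping the coverage or taking one r over all autosomes moved no labeled input by more than the SD over autosomes. Controls changed sign over CGs covered in at least one library (−0.210 at 5 ng, −0.396 at 50 ng, −0.554 at 500 ng), and one r over all autosomes was 0.242 for the 5-ng controls.

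Overlapping 5hmCGs fell in number with the coverage minimum by construction, to 3187211 at 500 ng with 2 reads, and with 3 reads to 2275668, 1092491 and 157578 at 500, 50 and 5 ng. Their mean coverage with 2 reads was 7.57, 8.36 and 16.1 reads, and after thinning to the smallest library, which leaves fewer reads, 3.52 at 500 ng and 5.04 at 50 ng. It was highest at 5 ng and lowest at 500 ng in each of these, and leaving out a replicate gave from 5.58 to 5.81, 6.66 to 7.25 and 13.4 to 14.1 reads at 500, 50 and 5 ng.

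The h-density correlation depended on every choice tried except the log transform at 50 ng. For 5, 50 and 500 ng it was 0.308, 0.553 and 0.701 with 90-bp windows, 0.415, 0.640 and 0.773 with 360-bp windows, 0.392, 0.624 and 0.760 with a 45-bp Gaussian kernel, and 0.294, 0.622 and 0.835 with an offset of 1. Without the log transform it was 0.190 at 5 ng and 0.878 at 500 ng. Over windows with a read in at least one library, a selection that by itself pulls r down, it was −0.414, −0.000665 and 0.323. Over windows with a read in both libraries it was 0.193, 0.514 and 0.773. A 180-bp Gaussian kernel gave 0.493, 0.706 and 0.832, and without the log transform 0.310, 0.757 and 0.932.

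Of 130 odds ratios under an alternative, 122 kept their direction and their side of the threshold. With CGs that had a read in any library as the background, 4 log2 odds ratios changed sign: upstream regions of the top group (−0.18), exons (−0.14), CGI shores (−0.0360) and repeats (0.0901) of the bottom group. The odds ratio of upstream regions for the top group was past the threshold with the top 10% (0.0944) and in the 50-ng libraries (0.11), and those for the middle (−0.0319) and bottom (−0.0527) groups were not past it in the 50-ng libraries. In gene elements, means over covered sites and the scaling to CG density moved the values of all 6 elements. The difference between parts 10 and 1 of the gene body was 0.414 reads over covered sites alone, against 0.848, and positive in both.

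The uCG strand difference in gene bodies was negative under all of the alternatives tried except with at least 40 bins, where it was 0.0166 reads (n = 1031 genes, p = 0.0649). It was past the threshold with at least 10 bins, at −0.0231 (n = 12380 genes, p = 0.00134), with CGs without reads included, at −0.0137 (n = 5911 genes, p = 3.08e-05), and with sites covered in at least 1 replicate, at −0.0118 (n = 16970 genes, p = 1.64e-08). Leaving out a replicate gave from −0.0133 (without replicate 2; n = 9790 genes, p = 0.0122) to −0.00301.

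Of 86 boundary differences under an alternative, 80 kept their side of the threshold and, with 1 exception, their direction. The exception was the antisense strand of exon-intron boundaries for uCGs within 10 nt (0.0223 against −0.111 reads, neither past the threshold). Within 10 nt, where fewer boundaries were tested, the 5hmCG difference at intron-exon boundaries was −1.85 reads at 500 ng (n = 1057 boundaries, p = 2.92e-07) and −1.96 at 50 ng (n = 416 boundaries, p = 2.30e-05), opposite to that within 25 nt. In that window the uCG difference with strands summed was −0.722 at intron-exon boundaries (n = 495 boundaries, p = 2.53e-04), and on the sense strand of exon-intron boundaries 0.258 (n = 133 boundaries, p = 0.459). At 50 ng the intron-exon difference was past the threshold with CGs without reads included (0.259, n = 17350 boundaries, p = 1.75e-10) and with sites covered in at least 1 replicate (0.190, n = 6651 boundaries, p = 0.0283). At 500 ng it was 0.372 and 0.467 without replicate 1 and without replicate 2, against 0.294 with both.

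In 100-kb windows, edgeR called 1 of 23738 windows between 50 and 500 ng (higher at 50 ng) and 0 of 23202 between 5 and 500 ng, where 2941 and 2772 windows had an unadjusted p under 0.05. For 50 against 500 ng, 429 windows (53 higher, 376 lower) were called with a replicate block, 346 (1 higher, 345 lower) by DESeq2, which gave an adjusted p to 2108 windows, 388 (115 higher, 273 lower) of 2410 1-Mb windows and 0 with all 3 inputs in one fit. For 5 against 500 ng, 7 (2 higher, 5 lower) were called with a replicate block, 57 (1 higher, 56 lower) of 1161 by DESeq2, 1 with all 3 inputs in one fit and 0 of the 1-Mb windows. Dropping the filter or taking GC content out left the counts at 1 and 0. Taken out in the other settings, GC content left 33 windows with a replicate block, 2 by DESeq2 and 163 of 1 Mb for 50 against 500 ng, and 2, 4 and 0 for 5 against 500 ng. DESeq2 then gave an adjusted p to all of the windows. Leave-one-out counts ranged from 1 to 3185 and from 0 to 12789. Without 50-ng replicate 1 or 2 they were 2930 and 3185, without 500-ng replicate 1 or 2 they were 1 and 3, without 5-ng replicate 1 or 2 they were 12789 and 12416, and without either 500-ng replicate the 5-ng comparison gave 0. In these fits the lone library is assumed to vary like the other group, so that leaving out a 50-ng or 5-ng library by construction leaves out the larger spread of the lower input. The replicate numbers did not pair libraries across inputs: over 23197 windows, the log2 ratio of replicate 1 to 2 had an r of 0.0356 between 500 and 50 ng, −0.000939 between 500 and 5 ng and 0.00269 between 50 and 5 ng. Whether windows depend on the input therefore depended on the test and on the window size.

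With 30% of the reads, r at single CGs went from 0.796 to 0.643 at 500 ng and from 0.464 to 0.378 at 50 ng, so that depth limited r at these inputs. At 5 ng it went from 0.115 to 0.106, by less than the SD over autosomes. In the uTOP-seq libraries both cytosines of a CG had a read at 19.4% of the covered CGs or fewer, and the stranded boundary tests had between 634 and 1489 boundaries.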

Differences from the paper's values

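Alternatives here are those set before the data were examined, unless stated otherwise. For the h-density, the paper's mean r was about 0.43 at 5 ng, about 0.77 at 50 ng and about 0.93 at 500 ng in Fig. 2D, read by eye, and the values here were 0.363, 0.599 and 0.738. At 5 ng the 360-bp window (0.415) came within the SD over autosomes of the paper's value, and the 90-bp window, the 45-bp Gaussian kernel, the offset of 1, no log transform and windows with a read in at least one library did not. At 50 and 500 ng none of these 6 did. A 180-bp Gaussian kernel without the log transform, chosen after seeing the values, gave 0.757 at 50 ng and 0.932 at 500 ng, within the SD over autosomes of the paper's values, and 0.310 at 5 ng, which is below that of the paper.

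For the top 20% of 5hmCGs, the paper's log2 odds ratio was about 1.7 in exons, about 1.3 in 3′ UTRs, about 1.0 in downstream regions and about 1.0 in CGI shores in Fig. 3A, read by eye, against 1.33, 1.09, 0.96 and 1.19 here. In downstream regions the top 10% gave 1.00, within the error of the paper's value, and the other alternatives did not (0.74 with CGs that had a read in any library as the background, and 0.94 without replicate 1, without replicate 2 and in the 50-ng libraries). No alternative came within the error for exons (background 1.06, top 10% 1.46, without replicate 1 1.28, without replicate 2 1.30, 50 ng 1.25), 3′ UTRs (0.87, 1.13, 1.06, 1.08 and 1.05 in the same order) or CGI shores (0.83, 1.24, 1.17, 1.15 and 1.18). The direction was that of the figure in all 4 features.

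The paper's gene groups together held about 13000 genes with uCG signal in Fig. 3D, read by eye, against 5911 here. Requiring at least 10 bins gave 12380 genes, sites covered in at least 1 replicate 16970, and leaving out replicate 1, 2 or 3 gave 9283, 9790 and 10229, all within 1.5 times the paper's number. At least 40 bins (1031), leaving out genes overlapped on the opposite strand (4768) and the settings that do not change the genes (sign-flip test, CGs without reads included, capped coverage; 5911) did not.

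Boundaries with uCGs on both sides numbered about 8800 for exon-intron and about 5900 for intron-exon transitions in Fig. 4B of the paper, read by eye, against 4474 and 2959 here with the strands summed. Without replicate 2 there were 6249 and 4142 and without replicate 3 there were 6649 and 4388, within 1.5 times the paper's numbers. Without replicate 1 (5805 and 3874), within 10 nt (649 and 495), with CGs without reads included (26140 and 17350), with 1 transcript per gene (4227 and 2702), and with the sign-flip test or capped coverage (4474 and 2959), they were not, nor were the 18865 and 12479 with sites covered in at least 1 replicate, a setting chosen after seeing the values.

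The paper states that correlations rose with the h-density for every input. At 500 ng r of the log2 h-density was below r of untransformed single-CG counts on all 19 autosomes, by a mean difference of −0.0578. With both log2 transformed after adding 1, r was 0.835 for the h-density and 0.710 for single CGs. Without the log transform, r of the h-density was 0.878, against 0.796 for single CGs. On like scales r therefore rose at 500 ng too. The 180-bp Gaussian kernel with (0.832) and without (0.932) the log transform also put r of the h-density above 0.796, both chosen after seeing the values. Log2 values in 90-bp (0.701) and 360-bp (0.773) windows and with the 45-bp Gaussian kernel (0.760) did not.

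Introns are given by the paper as the part of a composite gene where 5hmCGs are most abundant. Its profile was scaled to CG density, in a form that the text does not spell out. The rank of introns depended on that form, so the values here do not contradict the paper. Here introns, with 1.54 reads per CG, ranked 4th of 6 gene elements, below 3′ UTRs (2.50), exons (2.43) and downstream regions (2.24) on all 19 autosomes, and above upstream regions (1.28) and 5′ UTRs (0.657). The mean over covered sites (5.69 in introns) was the lowest of the 6 elements. The covered-site mean divided by the CGs per 100 bp, chosen after seeing the values, was highest in introns with 6.14, followed by 5.93 in 3′ UTRs, 5.84 downstream, 3.42 upstream, 2.97 in exons and 1.13 in 5′ UTRs.

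Subsampling is described in the paper as having a marginal effect on the correlation. With 30% of the reads, r changed from 0.796 to 0.643 at 500 ng and from 0.464 to 0.378 at 50 ng, in both cases by more than the SD over autosomes.

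At exon-intron boundaries, the paper places a 5hmC peak on the last exonic positions, −1 and −2. With the strands merged and no smoothing, coverage was 9.11 and 8.94 reads there and 11.4 reads at −3, and from 7.99 to 10.3 reads at the other exonic distances. The model of sequence context predicted 5.06, 6.24 and 6.82 reads at −1, −2 and −3, the last its highest on the exonic side. At +4 it predicted 4.30 reads, its lowest at this boundary, where 6.22 were observed. Sequence context as a part of the values at −3 and +4 stayed open. The cross-boundary differences are described as evident at 50 ng too. The exon-intron difference was, at 0.741 reads (n = 3883 boundaries, p = 2.81e-06), whereas the intron-exon difference with the strands merged was 0.126 reads (n = 2275 boundaries, p = 0.510), and −1.96 reads within 10 nt (n = 416 boundaries, p = 2.30e-05).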

Other observations

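The tests of reads at 5 ng, of the controls on chromosome 8, of promoters, of uCG coverage at single CGs and of CGs of very high coverage were chosen after the result was seen, as were the boundary positions compared in the context test, the GC correction of the windows and its tests in 1-Mb windows, and the tests of cross-talk and of a gained chromosome in the culture were set before. Where no biological explanation is named below, none was tested.

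The coverage of covered sites rose as the input fell. Of the CGs with at least 10 reads in one 5-ng replicate, 76.5% had no read in the other, against 26.8% at 50 ng and 1.41% at 500 ng. If the reads of each CG were divided between the replicates at random, the shares would be 0.0197%, 0.0640% and 0.0456%. At equal depth they were 76.5%, 22.1% and 0.874%. A candidate explanation is that several counted reads came from one starting molecule. Depth did not account for it, since thinning all libraries to one depth left a mean coverage of 3.52, 5.04 and 13.6 reads at 500, 50 and 5 ng. Reads of one molecule could not be told apart directly, as no molecular identifiers were used.

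CGs with a control read were covered in the labeled libraries of the same input more often than matched CGs. Matching was by 500-ng coverage for the 5-ng and 50-ng controls and by 50-ng coverage for the 500-ng controls. For a single 5-ng library the shares were between 17.3% and 20.2%, against 10.0% to 11.7% of matched CGs (ratios 1.68 to 1.79), and at 50 ng 32.9% to 35.8% against 28.3% to 31.3%, and at 500 ng 52.5% to 55.0% against 42.7% to 44.6%. Cross-talk from the labeled library of the same input as the whole cause would put nearly all control sites on covered sites. At 5 ng, 30.9% of the CGs of one control and 27.8% of those of the other were covered in either labeled library, which argues against it. These shares were 46.2% and 48.3% at 50 ng and 65.9% and 66.4% at 500 ng, so that the argument is weaker at these inputs. A part of the control reads from such cross-talk stayed open.

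Before the intron-exon boundary, 5hmCG coverage at positions −10 to −5 exceeded that at −25 to −16 by 3.46 reads (SE 0.341 over autosomes), and sense-strand uCG coverage by 1.14 reads (SE 0.137). A model of sequence context fitted away from boundaries predicted rises of 1.59 and 0.549 reads, 46.0% and 48.1% of those observed. For 5hmCGs it predicted 5.05 reads at the far and 6.65 at the near positions, against 7.15 and 10.6 observed. For uCGs it predicted 3.78 and 4.33 reads, against 4.77 and 5.91. Effects multiply in this model and its levels were lower, so these shares in reads understate its share of the rise as a ratio. Sequence context and a local change of modification cannot be told apart for the whole rise, because the model explained 13.9% and 10.8% of the deviance of its fitted CGs and could underestimate the effect of context. Context as no part of the rise was argued against, since the predicted rise was positive on all 19 autosomes for both assays.

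Relative to the median autosome, hmTOP-seq coverage per CG on chromosome 8 was 1.23 (1.22 to 1.23 over the 6 libraries) and uTOP-seq coverage was 1.00, a ratio of 1.23. A gained chromosome 8 in the DNA of both assays would raise both, and was argued against. The ratio was 1.29 on chromosome 14, where uTOP-seq coverage was 0.621 and hmTOP-seq coverage 0.801, and between 0.925 and 1.08 on the other 17 autosomes. Chromosome 11 was raised in both assays, at 1.41 and 1.31, and chromosome X was at 0.233 and 0.321, for which no explanation was tested.

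A gained chromosome 8 in the DNA of the hmTOP-seq libraries alone is a candidate explanation. CGs with a read in the 500-ng controls were raised there to 1.30 ± 0.0435 (counting error), and among CGs with no read in any hmTOP-seq library to 1.26 ± 0.0842 (225 sites), where no labeled reads were seen. Control sites followed the hmTOP-seq coverage of the chromosomes in general (r = 0.941 over 19 autosomes, and 0.786 with uTOP-seq; 0.879 and 0.718 among CGs with no hmTOP-seq read), and on chromosome 11 they were at 1.32 among these CGs, so that a property of the chromosome shared by controls and labeled libraries stayed open. The paper names aneuploidy as a confounder of read counts.

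At 18410 promoters with at least 10 CGs, divided in 3 groups by uCG coverage, mean 5hmCG coverage was 1.40 reads per CG in the lowest, 1.90 in the middle and 1.75 in the highest group. The hypothesis tested was that 5hmCG coverage is lower at promoters of higher uCG coverage. For all promoters together, the highest minus the lowest group was 0.347, in the opposite direction. It was lower on 1 of 19 autosomes (two-sided sign-flip permutation test over 19 autosomes, p = 1e-05, the smallest the permutations can give). This speaks against the hypothesis for pooled read coverage only, which mixes promoters with few and many CGs. Effects of library making that the assays share were not tested and could raise both coverages. A relation of the modifications themselves therefore stayed undecided. Divided into 5 groups by number of CGs, from few to many, the difference was 1.75, 0.885, 0.0240, −0.116 and 0.258, lower on 0, 1, 13, 11 and 6 of 19 autosomes. It passed the same permutation test after correction for the 5 groups in the groups of up to 18 and of 19 to 27 CGs. At promoters with more CGs the hypothesis stayed open, with unadjusted permutation p = 0.624, 0.0381 and 0.0167 and corrected p = 1, 0.190 and 0.0833. Gene expression was not used here, and a link to it stayed untested.

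At single CGs, mean 5hmCG coverage at 500 ng rose with uCG coverage, from 0.517 reads at CGs without a uCG read to 6.79 at CGs with at least 21. Between CGs with more than 10 and with 1 to 2 uCG reads, the ratio of 5hmCG coverage was 4.31. Within 20 groups of CGs of like coverage predicted from sequence context the ratio was from 2.59 to 4.90, above 4.31 in 2 of the groups, and within 100-kb windows outside repeats it was 3.19, so that neither the modelled context nor the copy number of the wider region was the whole cause. Local differences in library making that the assays share, and a local relation of the modifications, were not tested and stayed open.

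The 3 CGs named by the rule lie on chromosome 15, with their C at 75086892, 75086731 and 75086378, outside protein-coding genes and 21266, 21427 and 21780 bp from the nearest, Ly6c2. They had 984 and 982, 735 and 711, and 527 and 501 reads in the 500-ng replicates, and 903 and 900, 715 and 703, and 388 and 394 in the 5-ng replicates. Removing duplicates by start and read length limits the reads that a CG can hold, so that similar counts at such CGs do not show that the inputs agree. The controls had 0 reads there except for 1 read at the first CG in a 500-ng control. They belong to 280 CGs with at least 100 reads in both 500-ng libraries, which lie in 40 bins of 10 kb and hold 0.159% of the reads. Of the 280 CGs, 20 were in repeats and 279 were covered in both 5-ng libraries, against 4.97% of overlapping 5hmCGs at 500 ng, and their median of 286.5 uCG reads was 50.4 times the mean of covered CGs. Copies of a region collapsed in the reference genome are a candidate explanation. Reads shared between copies were not tested, as no alignments were used.

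Windows of 100 kb changed their share of reads with GC content: the log2 fold change against 500 ng had a Spearman correlation with GC content of −0.329 at 50 ng and −0.253 at 5 ng, and of 0.0116 and −0.000163 once GC content was taken out. With GC content taken out, 1 window was called by edgeR at 50 ng and 0 at 5 ng, as without it (2941 and 2772 windows with an unadjusted p under 0.05; DESeq2 called 346 and 57). For these 100-kb windows called by edgeR, GC content and other causes cannot be told apart, because too few were called. In 1-Mb windows, where 273 were called lower and 115 higher at 50 ng, the median log2 fold change of those called lower went from −0.0908 to 0.0281 once GC content was taken out, and 12 kept an unadjusted p under 0.05, so that GC content is a candidate explanation for them. For those called higher it went from 0.16 to 0.15 and all 115 kept such a p, 38 of them also after adjustment, which argues against GC content as their cause. With a replicate block the medians went from −0.18 to −0.0124 (376 lower) and from 0.49 to 0.49 (53 higher), and by DESeq2 from −0.17 to −0.0267 (345 lower at 50 ng) and from −0.38 to −0.14 (56 lower at 5 ng). Whether the link to GC content arose in library making or from where 5hmC lies was not tested. The common biological coefficient of variation was 0.0657 at 50 ng and 0.212 at 5 ng, at which 99% and 19% of simulated 2-fold changes were recovered, and the observed log2 fold changes had an SD of 0.19 and 0.39.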
